# Ethylene causes transcriptomic changes in *Synechocystis* during phototaxis

**DOI:** 10.1002/pld3.48

**Published:** 2018-03-15

**Authors:** Randy F. Lacey, Cidney J. Allen, Arkadipta Bakshi, Brad M. Binder

**Keywords:** ethylene receptor, extracellular polymeric substances, RNA‐seq, *Synechocystis*

## Abstract

Ethylene is well known as a plant hormone, but its role in bacteria is poorly studied. We recently showed that *Synechocystis* sp. Strain PCC 6803 has a functional receptor for ethylene, ethylene response 1 (Etr1), that is involved in various processes such as phototaxis in response to directional light and biofilm formation. Here, we use RNA sequencing to examine the changes in gene transcripts caused by ethylene under phototaxis conditions. Over 500 gene transcripts across many functional categories, of approximately 3700 protein‐encoding genes, were altered by application of ethylene. In general, ethylene caused both up‐ and downregulation of genes within a functional category. However, the transcript levels of amino acid metabolism genes were mainly upregulated and cell envelope genes were mostly downregulated by ethylene. The changes in cell envelope genes correlate with our prior observation that ethylene affects cell surface properties to alter cell motility. Ethylene caused a twofold or more change in 62 transcripts with the largest category of upregulated genes annotated as transporters and the largest category of downregulated genes annotated as glycosyltransferases which sometimes are involved in changing the composition of sugars on the cell surface. Consistent with changes in cell envelope, glycosyltransferase, and transporter gene transcripts, application of ethylene altered the levels of specific sugar moieties on the surface of cells. Light signaling from Etr1 involves two proteins (Slr1213 and Slr1214) and a small, noncoding RNA,* carbon stress‐induced RNA1* (*csiR1*). Application of ethylene caused a rapid, but transient, decrease in the transcript levels of *etr1*,* slr1213*, and *slr1214* and a rapid and prolonged decrease in *csiR1* transcript. Deletion of Slr1214 caused a large increase in *csiR1* transcript levels and ethylene lowered *csiR1* transcript. These data combined with prior reports indicate that ethylene functions as a signal to affect a variety of processes altering the physiology of *Synechocystis* cells.

## 1 INTRODUCTION

Ethylene is a gas that acts as a plant hormone to affect growth, development, and responses to stress (Abeles, Morgan, & Saltveit, 1992; Mattoo & Suttle, 1991). The first step in the perception of ethylene by plants is mediated by a family of receptors which contain a conserved ethylene‐binding domain at the N terminus (Schaller & Bleecker, 1995; Wang et al., 2006). These receptors are homologous to bacterial two‐component receptors and contain a histidine kinase‐like domain (Chang, Kwok, Bleecker, & Meyerowitz, 1993). In bacteria, two‐component receptors signal by autophosphorylation on a histidine residue, followed by transfer of the phosphate to an aspartate residue on a response regulator protein which often regulates transcription (Schaller, Shiu, & Armitage, 2011). It has been proposed that plants gained ethylene receptors and other two‐component‐like receptors, from the cyanobacterium that gave rise to chloroplasts (Kehoe & Grossman, 1996; Martin et al., 2002; Mount & Chang, 2002; Schaller et al., 2011; Timmis, Ayliffe, Huang, & Martin, 2004).

Many cyanobacteria bind ethylene and contain predicted ethylene‐binding proteins (Lacey & Binder, 2016; Rodriguez et al., 1999; Wang et al., 2006). We recently demonstrated that the cyanobacterium *Synechocystis* sp. Strain PCC 6803 (referred to here as *Synechocystis*) contains a functional ethylene receptor encoded by the *slr1212* gene locus, hereafter referred to as Etr1 for ethylene response 1 as originally designated by Ulijasz and others (Ulijasz et al., 2009). This receptor, also called positive phototaxis A (PixA) and UV intensity response Sensor (UirS), contains an ethylene‐binding domain at the N terminus, followed by a phytochrome‐like domain that responds to photons, and a C‐terminal histidine kinase domain (Lacey & Binder, 2016; Narikawa et al., 2011; Song et al., 2011; Ulijasz et al., 2009). Thus, this receptor has two distinct inputs regulating *Synechocystis* physiology, light and ethylene. This is one of several photoreceptors in *Synechocystis*, but is the only one that is predicted to respond to two signals (Schuergers, Mullineaux, & Wilde, 2017). Our prior research indicated that ethylene causes an increase in the number of type IV pili, an alteration in the transcript levels of several genes related to the formation or export of extracellular polymeric substances (EPS), and an increase in photosystem II levels; these changes required Etr1 (Lacey & Binder, 2016). Ethylene‐induced changes on the cell surface are linked to an increase in positive phototaxis in response to directional light and biofilm formation in nondirectional light (Lacey & Binder, 2016). Interestingly, *Synechocystis* cells bioengineered to overproduce ethylene also show an enhanced phototaxis response (Kuchmina et al., 2017).

Previous research has resulted in models of signal transduction from Etr1 in response to light (Narikawa et al., 2011; Ramakrishnan & Tabor, 2016; Song et al., 2011). In these models, it has been proposed that absorption of a photon by the phytochrome‐like domain of Etr1 results in activation of the histidine kinase domain and autophosphorylation on a histidine residue. This is followed by phosphotransfer to a conserved aspartate residue on Slr1213, a protein predicted to be a response regulator that functions as a transcription factor. Phosphotransfer to Slr1213 causes an increase in the transcription of a small RNA, *carbon stress‐induced RNA1* (*csiR1*) which is located between *slr1213* and *slr1214* in the genome (Ramakrishnan & Tabor, 2016). These changes are posited to cause changes in the activity of a second response regulator transcription factor, Slr1214, which appears to be required for signaling from this pathway (Lacey & Binder, 2016; Narikawa et al., 2011; Song et al., 2011). Interestingly, the Etr1 and Slr1214 proteins may physically interact (Sato et al., 2007), providing evidence that there is an alternate pathway that potentially involves phosphotransfer that bypasses Slr1213 or that there is feedback regulation from Slr1214. Ethylene signaling occurs independently of light signaling in Etr1, and we have proposed that ethylene acts antagonistically to photons (Lacey & Binder, 2016). However, the signaling that occurs in *Synechocystis* in response to ethylene is poorly understood.

Ethylene is biosynthesized by many microbes (Abeles et al., 1992), but *Synechocystis* sp. Strain PCC 6803 does not biosynthesize ethylene unless the precursor of ethylene biosynthesis in plants, methionine, is added (Guerrero, Carbonell, Cossu, Correddu, & Jones, 2012; Henry et al., 2017; May, 2001; Ungerer et al., 2012). However, even if this synthesis does not occur in nature, it is noteworthy that ethylene in the environment can come from other organisms that produce ethylene (Abeles et al., 1992) and light causes abiotic production of ethylene from organics dissolved in water (Ratte, Bujok, Spitzy, & Rudolph, 1998; Ratte, Plass‐Dülmer, Koppmann, Rudolph, & Denga, 1993; Wilson, Swinnerton, & Lamontagne, 1970). Indeed, abiotically produced ethylene affects plant growth (Buer, Masle, & Wasteneys, 2000; Buer, Wasteneys, & Masle, 2003). Thus, we hypothesize that ethylene functions as an environmental signal for *Synechocystis*. In support of this, ethylene concentrations in water can occur in the same range where we observe physiological effects (Swinnerton & Lamontagne, 1974; Swinnerton & Linnenborn, 1967). Thus, *Synechocystis* is likely to use ethylene as an environmental cue affecting various processes.

To explore this hypothesis, we used RNA sequencing (RNA‐seq) to examine global transcriptomic changes that occur in *Synechocystis* in response to ethylene during phototaxis. We found that long‐term application of ethylene caused a change in over 500 gene transcripts with a twofold or more upregulation of 17 gene transcripts and downregulation of 45 gene transcripts. Using quantitative real‐time RT–PCR, we determined that ethylene also causes a reduction in *csiR1* transcript levels. This downregulation required Etr1 and occurred within 30 minutes of application of ethylene. Ethylene downregulated transcript levels for many genes annotated as potentially being involved in the formation of EPS. Correlating with this, ethylene caused alterations in the binding of selected lectins to *Synechocystis* cells, showing that ethylene affects specific sugars in the EPS. We also observed a reduction in the transcript levels of two genes that encode for proteins involved in phycobilisome degradation which could relate to our prior results showing that photosystem II levels are increased with ethylene. These results suggest that ethylene causes global changes that affect *Synechocystis* physiology. Thus, ethylene may affect *Synechocystis* survival.

## 2 MATERIALS AND METHODS

### 2.1 *Synechocystis* strains and growth conditions

*Synechocystis* sp. Strain PCC 6803 cells were acquired from the Pasteur Institute and grown on 1% (w/v) agar with modified BG‐11 (Rippka, Deruelles, Waterbury, Herdman, & Stainier, 1979) containing 100 nM CuSO_4_ in continuous light (30 μmol m^−2^ s^−1^) at 24°C. For all analyses described below, colonies of cells were exposed to phototaxing conditions where they were treated with directional white light at a fluence rate of 30 μmol m^−2^ s^−1^ for 4 days at 28°C in the presence or absence of 1 μl/L ethylene (Lacey & Binder, 2016). Unless otherwise specified, experiments were conducted on wild‐type cells. In some cases, we examined cells where the *etr1* or *slr1214* gene was deleted (designated ΔEtr1 and ΔSlr1214, respectively). These mutants have previously been described (Lacey & Binder, 2016; Song et al., 2011).

### 2.2 RNA sequencing and analysis

Cells from phototaxing colonies were harvested and RNA was extracted as previously described (Lacey & Binder, 2016). Three biological replicates were used for each condition. RNA samples were sent to the Genome Sequencing and Analysis Facility at the University of Texas at Austin where sequencing was performed using the NextSeq 500 Illumina platform. This produced approximately 20 million single end 75 base pair reads per sample. All data analysis was conducted using the Sun Grid Engine on the Newton High Performance Computing cluster at the University of Tennessee‐Knoxville. The quality of the reads was analyzed using FastQC (Babraham Bioinformatics, Cambridge, UK). The reference *Synechocystis* sp. Strain PCC 6803 genome was downloaded along with the annotated genome file. Read trimming was performed with a 4:15 sliding window and a minimum read length of 75. The quality of the trimmed reads was then analyzed using FastQC and then indexed and mapped to the reference genome using Bowtie2 and Tophat (Langmead & Salzberg, 2012; Langmead, Trapnell, Pop, & Salzberg, 2009). Over 90% of the total reads were successfully mapped to the genome in each sample. The BAM files produced from Tophat were first sorted then converted to SAM format files. The mapped reads were then sorted and counted using SamTools and HTSeq (Anders, Pyl, & Huber, 2015). The read counts were loaded into R, and differential expression analysis was performed using DESeq2 (Love, Huber, & Anders, 2014). 

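To compare the 6 libraries as wholes, CPM (reads on a gene scaled to a common library size) were computed with edgeR's TMM factors and put on a log2 scale with a prior count of 2, for the 3494 genes that passed edgeR's filter on low counts. The first principal component held 44.2% of the variance and parted the air libraries from the ethylene libraries. The second component held 29.2% and spread the replicates within each condition, with replicates 1, 2 and 3 at 8.66, -12.8 and -1.49 in air and at 17.4, -7.15 and -4.58 in ethylene, so that replicate 1 was the highest and replicate 2 the lowest in both conditions. Euclidean distances between libraries of 1 condition lay between 15.8 and 28.1 over 6 pairs, and those between conditions lay between 28.4 and 35.9 over 9 pairs. The median distance between conditions was 1.21 times the median within conditions. Of the 10 ways to divide the 6 libraries into 3 and 3, none other gave a ratio as large (exact permutation test, 1-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Leaving out ethylene replicate 1 moved the ratio most, to 1.39.

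**Figure D1:**
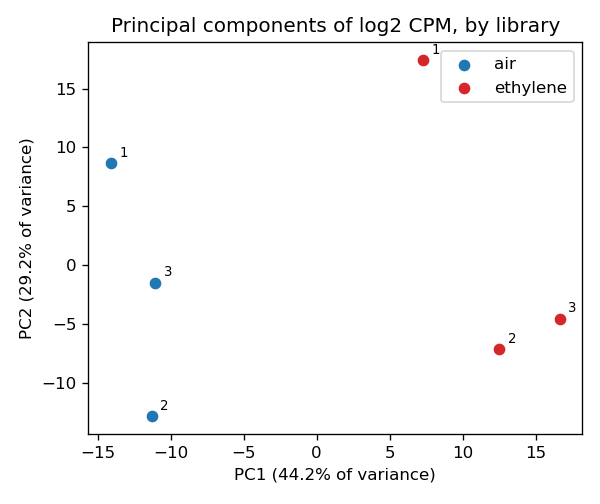
Principal components of log2 CPM of the 6 libraries, with the component scores on both axes and the share of variance in the axis labels; each point is 1 library and carries its replicate number. The air libraries lie between -14.1 and -11.0 on the first component and the ethylene libraries between 7.27 and 16.6.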

Principal component analysis of the data indicated minimal variance among the replicates in each condition. To account for false discovery rate, we used the Benjamini–Hochberg procedure and allowed a false discovery of 10% (*q *<* *0.05).

The RNA‐seq data discussed in this publication have been deposited in the NCBI's Gene Expression Omnibus (Edgar, Domrachev, & Lash, 2002) and are accessible through GEO Series Accession Number GSE93614 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE93614).

### 2.3 Lectin‐binding assay

To examine changes in carbohydrates in the EPS, we isolated cells from colonies of cells phototaxing in the presence or absence of ethylene and labeled the cells with fluorescein isothiocyanate (FITC)‐conjugated lectins obtained from Sigma‐Aldrich according to the methods of Wassim and others (Wasim, Bible, Xie, & Alexandre, 2009). We used concanavalin A (ConA) from *Canavalia ensiformis* to detect α‐D‐mannose and α‐D‐glucose, peanut agglutinin (PNA) from *Arachis hypogaea* to detect galactose(β1‐3)*N*‐acetyl‐*D*‐galactosamine, and *Ulex europaeus* agglutinin (UEA) to bind α‐L‐fucose and N,N’‐diacetylchitobiose. Aliquots were placed on a sterile 1% (w/v) agarose pad and observed with an Axio Observer Z1 microscope (Zeiss) using a 100 ×  objective and equipped with a GFP fluorescence filter. We obtained images of representative fields of view of cells from at least three colonies in each condition using identical exposure settings. The levels of fluorescence in 9 to 50 cells from each colony in each condition were quantified using ImageJ and the average fluorescence intensity determined for each replicate. For background measurements, we examined unlabeled cells under identical exposure settings. Data were normalized to the average background fluorescence intensity and represent the average ± *SD*.

### 2.4 Quantitative RT–PCR

Cells from phototaxing colonies were isolated, RNA was extracted, cDNA was synthesized, and qPCR was carried out as previously described (Lacey & Binder, 2016). Primers for qPCR were designed using the qPCR primer design software on the GenScript website. The primers used were as follows: 5′‐TACAGGTGTGGGATAACGGA‐3′ (forward) and 5′ CGCCACCGACATATTCATAG‐3′ (reverse) for *etr1*; 5′‐GAATGCCATTGGCTCAAA‐3′ (forward) and 5′‐CCTGCAAGAACTTGCCTAAA‐3′ (reverse) for *csiR1*; 5′‐AGCCAATCATCAACAGCAAC‐3′ (forward) and 5′‐ACGGTAATTCCTTGGTCGAG‐3′ (reverse) for *slr1213*; 5′‐AAAGTGGTTTGCATTGACGA‐3′ (forward) and 5′‐AAACGGCAAAGCTCATAACC‐3′ (reverse) for *slr1214*; 5′‐AGTATTTGCAAGATTATGGCCATA‐3′ (forward) and 5′‐CGTCCGGAGTAGAATTTCCAAAG‐3′ (reverse) for *sll5043*; and 5′‐GAGTTAACGATGGCTCGATCTGCTT‐3′ (forward) and 5′‐GGTAGGCAATAACAATTCCAAGC‐3′ (reverse) for *slr1452*. The *tryptophan synthase* gene (*trpA*) was used as an internal control and reference gene. Primers for *trpA* and *pilB1* have previously been described (Lacey & Binder, 2016). Transcript amounts were normalized to levels of *trpA* transcript (Zhang, Pendse, Phillips, Cotner, & Khodursky, 2008) using the method of Livak and Schmittgen (Livak & Schmittgen, 2001). We have previously shown that ethylene treatment has no significant effect on this gene (Lacey & Binder, 2016); a finding supported by the RNA‐seq data (Table S1). Data were then normalized to gene transcript levels observed in wild‐type cells maintained in ethylene‐free air.

## 3 RESULTS

### 3.1 Application of ethylene causes global transcript changes

Application of ethylene to *Synechocystis* causes changes that affect motility, biofilm formation, and spontaneous cell sedimentation (Lacey & Binder, 2016). To understand the basis of these effects during phototaxis, we used RNA‐seq to examine global transcriptional changes that occur upon application of 1 μl/L ethylene. This concentration of ethylene has little or only a small effect on cell growth (Henry et al., 2017; Lacey & Binder, 2016) and is a standard concentration when studying ethylene signaling in plants. Cells were exposed to directional white light for 4 days in the absence or presence of ethylene, and then, RNA‐seq analysis was conducted as described in the materials and methods. 

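The RNA-seq data behind this comparison come from 3 cultures kept in air and 3 kept in 1 µl/L ethylene for 4 days, in directional white light at 30 µmol m−2 s−1. The paper's methods give 28 °C for this treatment and the sample labels give 24 °C. The authors trimmed the single-end reads, mapped them to the reference genome with Bowtie2 and Tophat, counted reads per gene with HTSeq and deposited whole-number counts without normalization. Reads counted on genes were 5294485, 8526432 and 5482733 in air replicates 1, 2 and 3, and 6239247, 7146554 and 7256593 in ethylene replicates 1, 2 and 3. Together with reads that fell on no single gene, the tables held 18495132 to 21326174 reads per library; the values here use the reads on genes. Between 47.7% and 61.0% of the reads in the tables were listed as lying on no feature. The most abundant 10 genes took 32.5% to 35.8% of the gene counts. Of 3673 gene rows, 3494 passed edgeR's filterByExpr and were tested for a difference between ethylene and air with edgeR's quasi-likelihood test on TMM-scaled counts, with Benjamini-Hochberg adjustment over these genes. The model held the condition only; a fit with the replicate number as a block was made beside it. Log2 fold changes are of ethylene over air, each with its standard error, and levels are given in CPM as the mean ± SD of 3 libraries.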

We chose this long treatment protocol because the physiological changes we have previously observed in phototaxis, as well as biofilm formation and spontaneous cell sedimentation, were assessed after 3 to 4 days of ethylene treatment (Lacey & Binder, 2016). We mainly focused on the steady‐state changes that are linked to changes in phototaxis. Application of ethylene to *Synechocystis* caused changes in the transcript abundance of 533 annotated genes (of approximately 3700 protein‐encoding genes) with 282 upregulated and 251 downregulated using a false discovery rate < 0.05 (Figure S1, Table S1). 

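At an adjusted p below 0.05 in edgeR's quasi-likelihood test, 189 of 3494 tested genes differed between ethylene and air, 90 upregulated and 99 downregulated. In each of these 189 genes the 3 ethylene libraries all lay on one side of the 3 air libraries. A small p favours such a separation, so it adds no separate evidence. It was seen in 28.3% of all tested genes, where 10% is the mean over the ways to divide the libraries. Genes vary together, so a single division can lie far from this mean, and the share is no test of an effect. With the replicate number as a block, the alternative that gave the most genes, 564 were called, 312 upregulated and 252 downregulated, and these included all 189. Scaling by total count alone moved the median log2 fold change of all tested genes by 0.13 and gave 149 upregulated and 60 downregulated genes. Leaving out air replicate 1, 2 or 3 gave 99, 129 and 58 genes, and leaving out ethylene replicate 1, 2 or 3 gave 302, 47 and 30. In the authors' deposited table, 532 genes with a locus had a q-value below 0.05. Counting rows with and without a locus, 545 rows of that table passed this threshold, and all had the same direction here; 187 of them were among the 189 genes and 431 among those called with the block.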

An evaluation of the functions of these 533 annotated genes indicates that ethylene affects many processes including DNA and RNA biology, energy metabolism, metabolism of lipids and amino acids, photosynthesis, respiration, and transport across membranes (Figure 1). In general, ethylene caused a fairly equal up‐ and downregulation of gene transcripts within each category. The exceptions to this were that ethylene predominantly downregulated the transcript abundance of cell envelope‐related genes (11 of 12 genes) and upregulated transcript levels of amino acid biosynthesis‐related genes (19 of 22 genes). 

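The functional categories were read from the first 1998 of the 3673 rows of Table S1, which hold the downregulated genes; the upregulated part was not used here. The 11 cell envelope genes that the paper calls downregulated had log2 fold changes from -0.92 to -0.33, with a median of -0.78 and standard errors from 0.11 to 0.24. Of these, 7 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test over all genes, 9 passed it with the replicate block, and 11 passed it adjusted over the list alone, which is not independent evidence because the paper chose the list on these samples. The number depended on single libraries: it was 3, 4 and 4 without air replicate 1, 2 or 3, and 1 and 0 without ethylene replicate 2 or 3. The genes rfbF (slr0983) and rfbG (slr0984) fell from 78.9 ± 10.1 to 46.1 ± 2.89 CPM and from 149.8 ± 29.6 to 86.5 ± 13.1 CPM. The smallest change was that of murF (slr1351), with a log2 fold change of -0.33 (standard error 0.12, edgeR adjusted p = 0.138). Of the 3 amino acid biosynthesis genes listed as downregulated, 2 passed the threshold, slr0676 at -0.95 (lost without ethylene replicate 3, edgeR adjusted p = 0.0602) and slr2079 at -0.65 (lost without any 1 library but ethylene replicate 1, edgeR adjusted p from 0.0692 to 0.139), and slr0608 did not at -0.31 (standard error 0.14, edgeR adjusted p = 0.226).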

Similar to our previous results using real‐time RT–qPCR (Lacey & Binder, 2016), the transcript abundance of *pilB1* and *pilC* increased in response to ethylene; several other pilin‐related genes were also affected by ethylene. 

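The tables used here pair 8 loci with a pil symbol, and pilB1 and pilC are not among them, so no value is given for those genes. The symbols came from the paper's tables and from the part of Table S1 that holds the downregulated genes. A sign below 0 was thus largely fixed by how the loci were found, and cannot tell how pil genes outside that part changed. All 8 had log2 fold changes below 0, from -1.32 to -0.0071, and none passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, where the lowest was 0.105; slr1274 (pilM), the nearest to 0, changed sign under upper-quartile or total-count scaling and without air replicate 2 or ethylene replicate 1. DESeq2's Wald test called 3 of them and the fit without ethylene replicate 1 3. The replicate block called 2, namely slr1456 (pilA4) at an edgeR adjusted p of 0.0499 and slr0079 (pilB2) at 0.0306. Transcripts of sll1694 (pilA1) were the most abundant of the group at 58500.3 ± 18218 CPM in air and 26954 ± 13862 CPM in ethylene, a log2 fold change of -1.12 (standard error 0.46, edgeR adjusted p = 0.180), and the libraries of the conditions overlapped.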

The alterations in pilin and cell envelope genes correlate with our prior observation that the main effect of ethylene on phototaxis occurs on the cell surface (Lacey & Binder, 2016). These surface changes would also affect biofilm formation and spontaneous cell sedimentation which ethylene also affects. Of the 64 genes in the *other* category, it is noteworthy that almost one‐third encode for putative glycosyltransferases, most of which are downregulated by the application of ethylene. 

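In the part of Table S1 used here, 38 downregulated genes carry the category other. All 38 had a log2 fold change below 0 in the edgeR fit, a sign largely fixed because the paper called them downregulated on these samples. Of the 38, 22 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. The replicate block called 32 of them, and 12 passed without ethylene replicate 3. Over all categories of that part, 95 of 251 genes passed and the median log2 fold change was -0.70. With the replicate block 196 passed, with DESeq2's Wald test 159 and under scaling by total count 58. Without air replicate 1 or 3 the number was 54 and 38, and without ethylene replicate 2 or 3 it was 28 and 19.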

Etr1 is one of over 40 histidine kinases in *Synechocystis*. It is therefore also interesting to note that ethylene affected the transcript abundance of 11 other histidine kinases and several response regulators, indicating that ethylene is likely to be affecting other signaling pathways.

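Among the downregulated genes of Table S1, 5 are annotated as histidine kinases. Each had lower CPM in all 3 ethylene libraries than in any air library. This direction was largely fixed, because the paper called these genes downregulated on these samples. The largest fall was that of slr1805 (hik16), from 423 ± 65.0 to 231 ± 23.2 CPM, a log2 fold change of -0.87 (standard error 0.16, adjusted p = 0.0190 in edgeR's quasi-likelihood test). It lost this call without air replicate 1 or 3 or ethylene replicate 2 or 3, with adjusted p from 0.0596 to 0.0949. The other 4, sll0094 (hik37), sll0750 (hik8), slr1759 (hik14) and sll1555 (hik42), had log2 fold changes from -0.54 to -0.27 and did not pass the threshold. With the replicate block, sll0094 and sll0750 passed as well (edgeR adjusted p = 0.0311 and 0.0185), and both passed without ethylene replicate 1. Of 2 response regulators in that part of the table, sll0649 (rre3) changed by -0.82 (standard error 0.16, edgeR adjusted p = 0.0285, lost without air replicate 1 or 2 or ethylene replicate 2 or 3 with 0.0667 to 0.0956) and sll0921 (rre25) by -0.26 (standard error 0.13, edgeR adjusted p = 0.260).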

**Figure 1:**
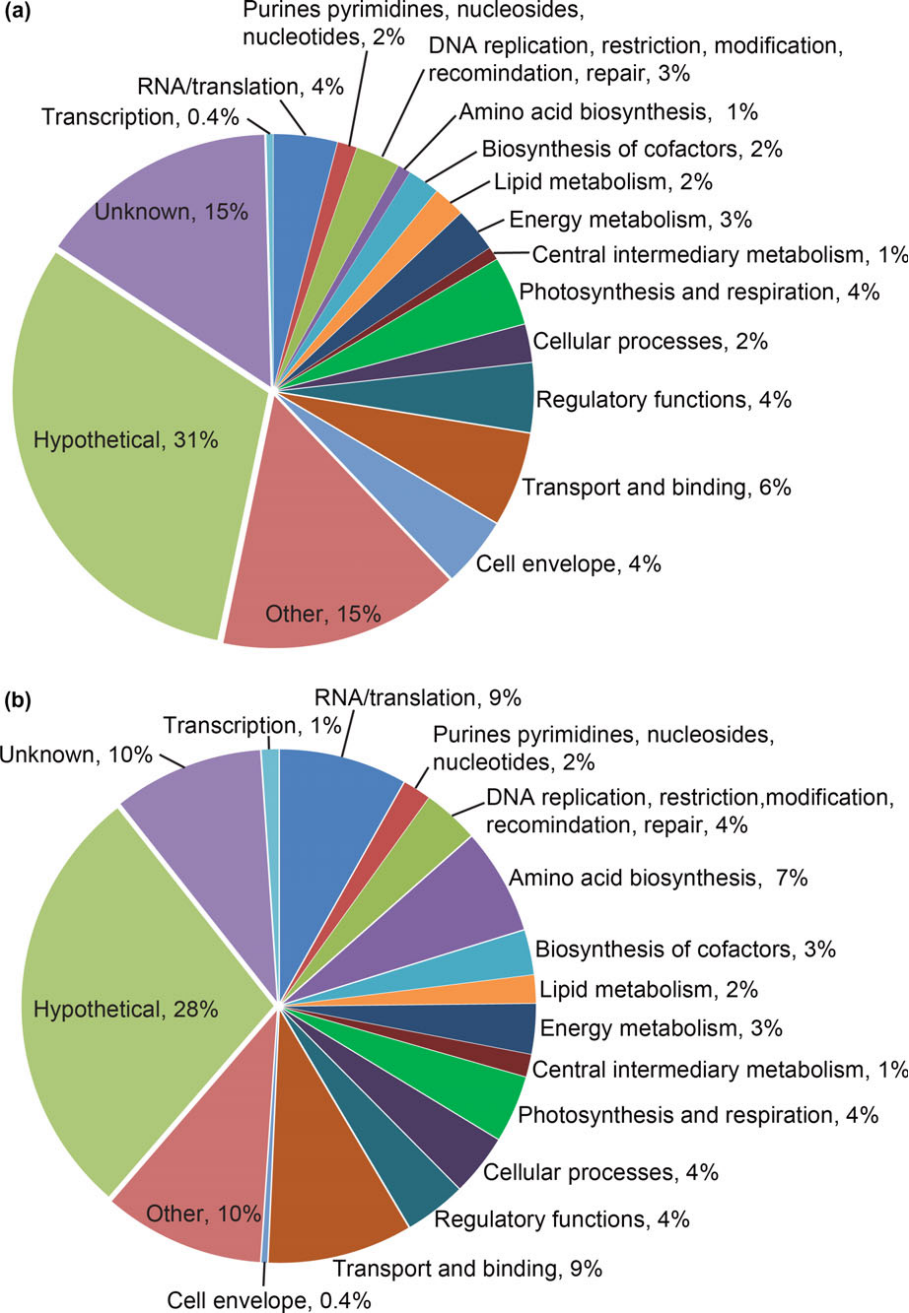
Pie chart showing the percent of gene transcripts altered by ethylene in various functional categories. The percent of total genes that were (a) downregulated or (b) upregulated by ethylene in each category is shown. Cells were maintained in phototaxis conditions for 4d in air or 1 μl/L ethylene. RNA‐seq analysis was carried out as described in the materials and methods, and differential gene expression was determined. Functional categories were then assigned for genes based on information from the CyanoBase website (http://genome.microbedb.jp/cyanobase/)

Using a threshold of a twofold change, we determined that of these 533 annotated gene transcripts, ethylene caused the upregulation of 17 gene transcripts (Table 1) and downregulation of 45 gene transcripts (Table 2). 

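With a change of 2-fold or more added to the edgeR threshold, 15 genes were upregulated and 40 downregulated. With the replicate block the numbers were 23 and 60, and under scaling by total count 33 and 24. The 17 genes of Table 1 all had log2 fold changes above 0, from 1.05 to 2.38, and 13 of them passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. All 45 genes of Table 2 were below 0, from -3.31 to -1.03, and 32 passed. The replicate block called 17 and 44 of them, the exception being slr6031. The signs in both lists were largely fixed, because the paper chose the genes on these samples. Without air replicate 3, or ethylene replicate 2 or 3, the numbers passing were 9, 9 and 7 in Table 1 and 18, 19 and 16 in Table 2. In slr6031, air replicate 1 had 724 CPM and the other 5 libraries had 29.0 to 34.5 CPM; its log2 fold change was -3.12 (standard error 1.10, edgeR adjusted p = 0.134) and -0.090 without that library. The counts of genes past 2-fold fell to 7 upregulated and 19 downregulated without ethylene replicate 3 and rose to 24 and 66 without ethylene replicate 1; without ethylene replicate 2, 22 were downregulated. A test against a 2-fold change itself, edgeR's glmTreat, called 0 genes, with 14 upregulated and 27 downregulated genes at an unadjusted p under 0.05.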

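Among the genes with the largest increases, prqR (slr0895), annotated as a transcriptional regulator, rose from 6.28 ± 1.55 CPM in air to 31.9 ± 6.88 CPM in ethylene, a log2 fold change of 2.33 (standard error 0.23, adjusted p = 0.00594 in edgeR's quasi-likelihood test) that stayed between 2.14 and 2.45 with each library left out in turn. The chloride transporter slr0753 rose from 57.1 ± 15.6 to 189.9 ± 38.7 CPM, with a log2 fold change of 1.74 (standard error 0.23, edgeR adjusted p = 0.00732). For natB (slr0559) the change was 1.06 (standard error 0.15, edgeR adjusted p = 0.00814). The regulator pfsR (sll1392) changed by 1.27 (standard error 0.33) and did not pass the threshold (edgeR adjusted p = 0.0604), but passed it with the replicate block (0.0283), under scaling by total count, with DESeq2 and without ethylene replicate 2. The manganese transporter genes mntC (sll1598), mntA (sll1599) and mntB (sll1600) had log2 fold changes of 2.38, 2.13 and 1.93 with standard errors of 0.78, 0.63 and 0.51. Their edgeR adjusted p were 0.110, 0.0859 and 0.0618, and 0.0313, 0.0144 and 0.0140 with the block. Air replicate 2 was far below the other air libraries in mntC, at 3.00 CPM against 43.4 and 61.3; without it mntC and mntA passed the threshold, with edgeR adjusted p of 0.0160 and 0.0341, and mntB passed without ethylene replicate 1, with 0.0275.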

Of the gene transcripts that were upregulated twofold or more, several are annotated as either transporters (*slr0753*,* slr0559*,* sll1598*,* sll1599*,* sll1600*) or transcriptional regulators (*slr0895*,* sll1392*) with the remainder being annotated for other processes. By contrast, the largest groups of downregulated gene transcripts with annotation are glycosyltransferases (*sll5043*,* sll5057*,* slr0820*,* slr1065*,* slr1070*,* slr1073*,* slr1076*,* slr2126*,* slr5054*,* slr5055*,* slr5056*) and methyltransferases (*sll1693*,* slr1068*,* slr1069*,* slr1071*,* slr1436*,* slr1610*). 

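All 11 of these glycosyltransferase genes had lower CPM in each ethylene library than in any air library. Their log2 fold changes ran from -3.31 to -1.05 with a median of -1.45, and 9 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, against 11 adjusted over the list alone, which is not independent evidence because the paper chose the list on these samples. The other 2, sll5057 and slr5055, were among the most abundant, with 24430 ± 9064 and 17102 ± 6369 CPM in air. Their log2 fold changes were -1.36 (standard error 0.41) and -1.45 (standard error 0.40), with edgeR adjusted p of 0.0899 and 0.0733, and of 0.0253 and 0.0172 with the replicate block; DESeq2 called both. The next largest fall after sll5043 was in slr5054, from 440.2 ± 136 to 85.0 ± 19.6 CPM. The 6 methyltransferase genes had log2 fold changes from -1.48 to -1.03; 5 passed the threshold, and slr1436, with 9.09 ± 2.37 CPM in air, did not (-1.16, standard error 0.29, edgeR adjusted p = 0.0531, and 0.0253 with the block). From the number of glycosyltransferase genes changed, with other carbohydrate, cell envelope and transporter genes, the paper proposes that ethylene alters carbohydrate metabolism and so the formation or export of EPS. For EPS it also draws on lectin binding to cells and on genes with a known part in EPS formation.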

Using the Kyoto Encyclopedia of Genes and Genomes website (KEGG; http://www.genome.jp/kegg/), we evaluated whether or not these 62 genes encode for proteins involved in predicted pathways or complexes. Several proteins were revealed by this analysis to possibly work in complexes or pathways including Slr0559 that is predicted to work in complex with several genes not altered by ethylene (Slr0146, Slr0949, Slr0467, Slr1881) to transport amino acids, Sll1598 that interacts with Sll11599 and Sll1600 (both also altered by ethylene) in response to manganese starvation, and Slr1452 that interacts with Slr1453 (also altered by ethylene), Slr1454, and Slr1455 to regulate sulfur uptake.

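The predicted partners of natB had log2 fold changes of 0.45 for slr0146, -0.35 for natD (slr0949), -0.065 for natA (slr0467) and -0.14 for natE (slr1881), with edgeR adjusted p from 0.286 to 0.879. The signs of natA and natE turned under scaling by total count, and that of natA also without air replicate 2. Of the sulfate transport genes, cysT (slr1453) had 10.4 ± 2.40 CPM in air and 5.94 ± 0.776 CPM in ethylene, a log2 fold change of -0.80 (standard error 0.22, edgeR adjusted p = 0.0727). With the replicate block its adjusted p was 0.0362, and DESeq2 called it too. The changes of cysW (slr1454) and cysA (slr1455) were -0.098 and -0.071, smaller than their standard errors of 0.35 and 0.18, and their signs turned under total-count scaling; that of cysW also turned without air replicate 3 or ethylene replicate 1 or 3, and that of cysA without air replicate 1 or ethylene replicate 2.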

**Table 1:** *Synechocystis* gene transcripts upregulated twofold or more by 1 μl/L ethylene

Gene locus number	Gene symbol (s)^a^	Description	Fold change	False discovery rate^b^	Replicon
*slr0895*	*prqR*	Transcriptional regulator	4.26	1.19 × 10^−15^	Chromosome
*slr0753*		Chloride transporter	3.07	1.42 × 10^−13^	Chromosome
*sll1600*	*mntB*	Manganese transporter	2.81	1.92 × 10^−4^	Chromosome
*sll0450*	*norB*	Cytochrome b subunit of nitric oxide reductase	2.77	2.85 × 10^−12^	Chromosome
*ssl1378*		Hypothetical protein	2.70	3.16 × 10^−11^	Chromosome
*sll0451*		Acetyltransferase	2.68	3.35 × 10^−14^	Chromosome
*slr0552*		Hypothetical protein	2.35	8.70 × 10^−10^	Chromosome
*sll0249*		Hydrolase	2.33	1.28 × 10^−2^	Chromosome
*sll0248*	*fldA, isiB*	Flavodoxin	2.23	1.63 × 10^−2^	Chromosome
*sll1599*	*mntA*	Manganese transporter	2.19	3.48 × 10^−2^	Chromosome
*sll1598*	*mntC*	Manganese transporter	2.16	4.19 × 10^−2^	Chromosome
*slr0551*		Ribonuclease J homolog	2.14	1.70 × 10^−8^	Chromosome
*sll1392*	*pfsR*	Transcriptional regulator	2.11	1.68 × 10^−3^	Chromosome
*slr7041*		mRNA interferase	2.05	5.77 × 10^−4^	pSYSA
*ssl0461*		Hypothetical protein	2.05	3.14 × 10^−2^	Chromosome
*ssr1038*		Unknown protein	2.01	1.17 × 10^−9^	Chromosome
*slr0559*	*natB*	Periplasmic binding protein of ABC transporter for natural amino acids	2.01	2.83 × 10^−7^	Chromosome

a Gene symbols and annotations from the CyanoBase, Cyanobacteria Gene Annotation Database, and Kyoto Encyclopedia of Genes and Genomes websites.

b A transcript was considered to be altered with a twofold or higher change with a false discovery rate < 0.05.

**Table 2:** *Synechocystis* gene transcripts downregulated twofold or more by 1 μl/L ethylene

Gene locus number	Gene symbol (s)^a^	Description	Fold change	False discovery rate^b^	Replicon
*slr1452*	*sbpA*	Sulfate transport system substrate binding protein	−5.99	5.22 × 10^−14^	Chromosome
*sll5043*		Glycosyltransferase	−5.11	4.27 × 10^−8^	pSYM
*slr5054*		Glycosyltransferase	−4.28	3.22 × 10^−12^	pSYM
*sll5044*		Unknown protein	−4.19	5.56 × 10^−7^	pSYM
*slr0269*		Hypothetical protein	−3.87	6.93 × 10^−10^	Chromosome
*ssr2439*		Hypothetical protein	−3.83	2.00 × 10^−6^	Chromosome
*slr5056*		Glycosyltransferase	−3.44	1.89 × 10^−6^	pSYM
*slr6031*		Unknown protein	−3.26	6.02 × 10^−4^	pSYSX
*slr2126*		Glycosyltransferase	−3.20	4.98 × 10^−10^	Chromosome
*sll5041*		Putative transposase	−2.94	3.16 × 10^−9^	pSYM
*slr5053*		Unknown protein	−2.85	1.75 × 10^−4^	pSYM
*sll5046*		Unknown protein	−2.81	1.68 × 10^−4^	pSYM
*slr0820*	*gumD*	Glycosyltransferase	−2.78	1.11 × 10^−5^	Chromosome
*slr1457*	*chrA*	Chromate transporter	−2.77	1.17 × 10^−3^	Chromosome
*slr0270*		Hypothetical protein	−2.68	2.10 × 10^−4^	Chromosome
*sll1696*		Hypothetical protein	−2.65	1.97 × 10^−4^	Chromosome
*ssl0453*	*nblA2, nblA*	Phycobilisome degradation	−2.59	4.69 × 10^−4^	Chromosome
*ssl0452*	*nblA1, nblA*	Phycobilisome degradation	−2.55	4.80 × 10^−4^	Chromosome
*sll1693*		Methyltransferase	−2.53	3.47 × 10^−6^	Chromosome
*slr2125*		Hypothetical protein	−2.48	6.28 × 10^−6^	Chromosome
*ssr2016*		Required for ferredoxin:plastoquinone reductase	−2.45	6.58 × 10^−3^	Chromosome
*sll0218*		Hypothetical protein	−2.42	1.88 × 10^−3^	Chromosome
*ssl3044*		Ferredoxin	−2.41	1.89 × 10^−6^	Chromosome
*sll5042*		Sulfotransferase	−2.35	1.45 × 10^−3^	pSYM
*slr1069*		Methyltransferase	−2.33	3.16 × 10^−11^	Chromosome
*slr5055*		Mannosaminuronic acid transferase	−2.30	2.24 × 10^−3^	pSYM
*sll0082*		Hypothetical protein	−2.27	1.99 × 10^−3^	Chromosome
*slr1704*		Hypothetical protein	−2.22	1.79 × 10^−3^	Chromosome
*slr1068*		Methyltransferase	−2.22	1.62 × 10^−7^	Chromosome
*slr1074*		Unknown protein	−2.18	1.11 × 10^−7^	Chromosome
*sll5057*		Glycosyltransferase	−2.17	5.88 × 10^−3^	pSYM
*slr0362*		Hydrolase	−2.17	2.11 × 10^−6^	Chromosome
*slr1071*		Methyltransferase	−2.13	8.30 × 10^−10^	Chromosome
*slr1215*		Hypothetical protein	−2.13	2.83 × 10^−7^	Chromosome
*slr1076*		Glycosyltransferase	−2.12	2.23 × 10^−16^	Chromosome
*sll0808*	*ISY508a*	Putative transposase	−2.10	2.99 × 10^−3^	Chromosome
*slr1456*	*pilA4, gspG*	Type 4 pilin‐like protein or general secretion pathway protein G	−2.09	1.03 × 10^−2^	Chromosome
*slr1070*		Glycosyltransferase	−2.08	6.40 × 10^−8^	Chromosome
*slr1065*		Glycosyltransferase	−2.08	1.77 × 10^−7^	Chromosome
*slr0361*		rRNA pseudouridine synthase	−2.04	6.31 × 10^−6^	Chromosome
*slr1436*		Methyltransferase	−2.04	1.34 × 10^−3^	Chromosome
*sll1772*	*mutS*	DNA mismatch repair protein	−2.04	8.69 × 10^−7^	Chromosome
*slr1073*		Glycosyltransferase	−2.02	1.54 × 10^−8^	Chromosome
*slr1610*		Putative C‐3 methyl transferase	−2.02	7.24 × 10^−12^	Chromosome
*slr0079*	*gspE*,* pilB2*	General secretion pathway protein E, *pilB* homolog	−2.01	7.40 × 10^−3^	Chromosome

a Gene symbols and annotations from the CyanoBase, Cyanobacteria Gene Annotation Database, and Kyoto Encyclopedia of Genes and Genomes websites.

b A transcript was considered to be altered with a twofold or higher change with a false discovery rate < 0.05.

The change in so many glycosyltransferases, as well as other carbohydrate metabolism‐related genes, cell envelope genes, and transporters, is consistent with the idea that carbohydrate metabolism is altered by ethylene to affect EPS formation or export or both. 

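Of 4 genes with a known part in EPS formation, rfbB (slr0982) had a log2 fold change of -0.85 (standard error 0.12, adjusted p = 0.00801 in edgeR's quasi-likelihood test), and slr1610 one of -1.03 (standard error 0.13, edgeR adjusted p = 0.00594). exoD (slr1875) fell from 15.6 ± 2.99 to 9.55 ± 0.953 CPM, a change of -0.71 (standard error 0.19) that passed with the replicate block (edgeR adjusted p = 0.0266) and not without it (0.0614). The smallest change was that of sll5052, from 59.1 ± 5.95 to 48.8 ± 4.73 CPM, and it passed in neither fit (0.0861 and 0.251). Of 4 genes with a predicted part, slr5056 fell from 7033 ± 1568 to 1557 ± 529.7 CPM and slr1074 from 134 ± 18.7 to 59.2 ± 9.51 CPM, with log2 fold changes of -2.18 and -1.18. The other 2 rose, sll1377 by 0.98 (standard error 0.13, edgeR adjusted p = 0.00732) and slr0896 by 0.65 (standard error 0.19, edgeR adjusted p = 0.0859), which did not pass with the block either (0.0566).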

In support of this, four of the affected genes (*slr0982*,* slr1875*,* sll5052*, and *slr1610*) have previously been shown to be functional in EPS formation to affect biofilm formation (Fisher, Allen, Luo, & Curtiss, 2013; Jittawuttipoka et al., 2013) and four are predicted to be functional for EPS formation based on phylogenetic comparisons (*slr1074*,* slr0896*,* sll1377*, and *slr5056*) (Pereira, Mota, Vieira, Vieira, & Tamagnini, 2015). Changes in EPS are predicted to affect motility and biofilm formation in *Synechocystis* (Schuergers et al., 2017). We also previously found that ethylene increases the level of photosystem II (Lacey & Binder, 2016). 

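The genes ssl0452 (nblA1) and ssl0453 (nblA2) had 1795 ± 859 and 2351 ± 1149.7 CPM in air and 570.2 ± 358 and 724 ± 444 CPM in ethylene. Their log2 fold changes were -1.65 and -1.70, each with a standard error of 0.49. The libraries of the conditions overlapped, and adjusted p were 0.0889 and 0.0829 in edgeR's quasi-likelihood test. With the replicate block they were 0.0236 and 0.0212. Either gene also passed without air replicate 2 or without ethylene replicate 1. Reads aligned to more than 1 place, up to 9.15% of the reads of a library, were not counted. Whether reads of these genes, both given the symbol nblA, were among them is not known from the sources used here.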

Two genes, *ssl0452* (*nblA1*) and *ssl0453* (*nblA2*), were downregulated over twofold and are involved in phycobilisome degradation, suggesting that ethylene may also increase the levels of the phycobilisome light harvesting complex.

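To see whether neighbouring genes changed alike, the log2 fold changes of genes in adjacent rows of the count tables were correlated; the row order was taken as the gene order and was not checked against coordinates. Over 2055 adjacent pairs whose locus names carry the same strand letter, Pearson's r was 0.56 and Spearman's rho 0.46, across genes, which are not independent replicates. Over 1007 adjacent pairs with opposite strand letters, r was 0.36 and rho 0.33. In 1000 random pairings of genes r reached at most 0.070 (permutation test, 1-sided, p = 0.001, the smallest that 1000 pairings can give). Between 2 libraries of the same condition, the log2 differences of adjacent genes with the same strand letter also correlated, with r from 0.23 to 0.47 over 6 pairs of libraries. DESeq2 and the fit without air replicate 2 moved r most, both to 0.52.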

An examination of the *Synechocystis* sp. Strain PCC 6803 gene map on the KEGG website indicated that many of these 62 genes form clusters on the genome with similar patterns of change when ethylene was added (Tables 3 and 4). The largest group of genes that appear coregulated includes eight genes that were downregulated (*slr1065*,* slr1068*,* slr1069*,* slr1070*,* slr1071*,* slr1073*,* slr1074*, and *slr1076*). Interestingly, other genes in this region of the genome include *slr1063*,* slr1064*,* slr1066*,* slr1067*,* slr1072, slr1077*, and *slr1078* which also were downregulated by ethylene, but less than the twofold cutoff (Table 4). 

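The 15 genes of the paper's group from slr1063 to slr1078 had a median log2 fold change of -1.05, and each was lower in all 3 ethylene libraries than in any air library. Of these, 14 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. The replicate block and DESeq2's Wald test each called 15, and 9 passed without ethylene replicate 3. The largest fall was in slr1069, from 25.8 ± 2.92 to 10.7 ± 1.49 CPM, a log2 fold change of -1.27 (standard error 0.16, edgeR adjusted p = 0.00693). Set against all other tested genes with edgeR's camera test at a preset correlation of 0.01, the group had an adjusted p of 1.46e-30 over 5 set tests. The adjusted p was 0.0570 with the correlation estimated from the data and 0.00217 with the fry test, and the paper chose the group on these samples. Between slr1077 and slr1078 in the row order, ssr1765 and ssr1766 had log2 fold changes of -0.11 and -0.056.

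**Figure D2:**
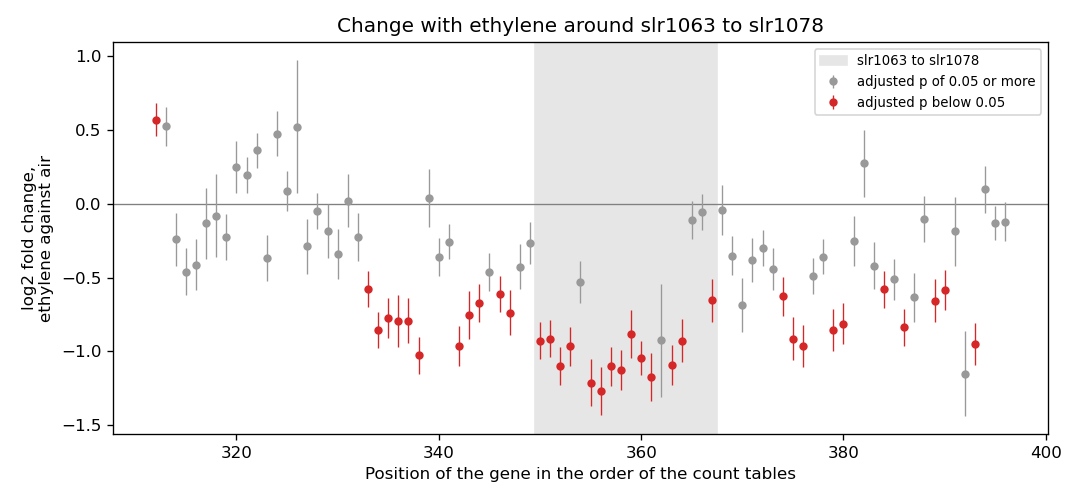
Log2 fold change of ethylene against air (vertical axis) of each tested gene by its position in the order of the count tables (horizontal axis); bars are standard errors from 3 libraries per condition, red points have an edgeR adjusted p below 0.05, and the grey band spans slr1063 to slr1078. All 15 of the paper's genes in the band lie below 0, and values below 0 also appear on either side of it.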

Using the Database of Prokaryotic Operons (DOOR^2^; http://csbl.bmb.uga.edu/DOOR/) revealed that most of these groups are predicted to be in operons. The exceptions were several pairs of genes (*sll1392* and *sll1393*;* sll0361* and *sll0362*;* sll1063* and *sll1064*) and *sll5041* through *sll5046*. The group of 13 genes from *slr1065* to *slr1078* is predicted to be in three operons.

**Table 3:** Selected clusters of genes upregulated by ethylene^a^

Gene locus	Gene symbol (s)^b^	Description	Fold change	False discovery rate
*sll0248*	*fldA, isiB*	Flavodoxin	2.23	1.63 × 10^−2^
*sll0249*		Hydrolase	2.33	1.28 × 10^−2^
*sll0250* c	*dfp*	Pantothenate metabolism flavoprotein	1.77	5.22 × 10^−2^
*sll0450*	*norB*	Cytochrome b subunit of nitric oxide reductase	2.77	2.85 × 10^−12^
*sll0451*		Acetyltransferase	2.68	3.35 × 10^−14^
*sll1392*	*pfsR*	Transcriptional regulator	2.11	1.68 × 10^−3^
*sll1393*	*glgA*	Glycogen/starch synthase	1.19	4.06 × 10^−2^
*sll1598*	*mntC*	Manganese transporter	2.16	4.19 × 10^−2^
*sll1599*	*mntA*	Manganese transporter	2.19	3.48 × 10^−2^
*sll1600*	*mntB*	Manganese transporter	2.81	1.92 × 10^−4^
*slr0551*		Ribonuclease	2.14	1.70 × 10^−8^
*slr0552*		Hypothetical protein	2.35	8.70 × 10^−10^
*slr0553*		Unknown protein	1.71	3.40 × 10^−4^
*slr0895*	*prqR*	Transcriptional regulator	4.26	1.19 × 10^−15^
*slr0896*		Multidrug and toxin extrusion (MATE) family	1.52	5.25 × 10^−3^

a Gene transcripts that showed a twofold or more increase upon treatment with ethylene were grouped with surrounding genes that showed increases.

b Gene names and descriptions from the CyanoBase, Cyanobacteria Gene Annotation Database, and Kyoto Encyclopedia of Genes and Genomes websites.

c The change in this gene had a false discovery rate that was slightly higher than 0.05.

**Table 4:** Selected clusters of genes downregulated by ethylene^a^

Gene locus	Gene symbol (s)^b^	Description	Fold change	False discovery rate
*sll0217* c	*flv4*	Potential FMN protein	−1.25	5.18 × 10^−02^
*sll0218*		Hypothetical protein	−2.42	1.88 × 10^−03^
*sll0219*	*flv2*	Potential FMN protein	−1.71	5.74 × 10^−03^
*sll1693*		Methyltransferase	−2.53	3.47 × 10^−06^
*sll1694*	*hofG*	Type IV pilus assembly protein	−1.95	9.42 × 10^−03^
*sll1695*	*pilA2*	Type IV pilus protein	−1.82	1.91 × 10^−02^
*sll1696*		Hypothetical protein	−2.65	1.97 × 10^−04^
*sll1771*		Hypothetical Protein	−1.97	4.85 × 10^−05^
*sll1772*	*mutS*	DNA mismatch repair protein	−2.04	8.69 × 10^−07^
*sll5041*		Putative transposase	−2.94	3.16 × 10^−09^
*sll5042*		Sulfotransferase	−2.35	1.45 × 10^−03^
*sll5043*		Glycosyltransferase	−5.11	4.27 × 10^−08^
*sll5044*		Unknown protein	−4.19	5.56 × 10^−07^
*sll5046*		Unknown protein	−2.81	1.68 × 10^−04^
*slr0361*		rRNA pseudouridine synthase	−2.04	6.31 × 10^−06^
*slr0362*		hydrolase	−2.17	2.11 × 10^−06^
*slr1063*		Glycosyltransferase	−1.86	1.67 × 10^−06^
*slr1064*	*rfbU, mtfA*	Mannosyltransferase B	−1.85	3.36 × 10^−07^
*slr1065*		Glycosyltransferase	−2.08	1.77 × 10^−07^
*slr1066*		Glycosyltransferase	−1.91	5.60 × 10^−07^
*slr1067*	*galE*	UDP‐glucose‐4‐epimerase	−1.43	8.91 × 10^−03^
*slr1068*		Methyltransferase	−2.22	1.62 × 10^−07^
*slr1069*		Methyltransferase	−2.33	3.16 × 10^−11^
*slr1070*		Glycosyltransferase	−2.08	6.40 × 10^−08^
*slr1071*		Methyltransferase	−2.13	8.30 × 10^−10^
*slr1072*	*yefA*	GDP‐D‐mannose dehydratase	−1.81	6.49 × 10^−06^
*slr1073*		Glycosyltransferase	−2.02	1.54 × 10^−08^
*slr1074*		Unknown protein	−2.18	1.11 × 10^−07^
*slr1076*		Glycosyltransferase	−2.12	2.23 × 10^−16^
*slr1077*	*gumH*	Glycosyltransferase	−1.89	3.16 × 10^−11^
*slr1078*	*galE*	Galactose metabolism	−1.56	2.99 × 10^−05^
*slr1436*		Methyltransferase	−2.04	1.34 × 10^−03^
*slr1437*		Unknown protein	−1.52	2.14 × 10^−03^
*slr1438* c		Aldose epimerase	−1.24	5.63 × 10^−02^
*slr1452*	*sbpA*	Sulfate transport protein	−5.99	5.22 × 10^−14^
*slr1453*	*cysT*	Sulfate transport system permease	−1.66	2.10 × 10^−02^
*slr1456*	*pilA4, gspG*	Type 4 pilin‐like protein	−2.09	1.03 × 10^−02^
*slr1457*	*chrA*	Chromate transporter	−2.77	1.17 × 10^−03^
*slr2125*		Methyltransferase	−2.48	6.28 × 10^−06^
*slr2126*		Hypothetical protein	−3.20	4.98 × 10^−10^
*slr5053*		Unknown protein	−2.85	1.75 × 10^−04^
*slr5054*		Glycosyltransferase	−4.28	3.22 × 10^−12^
*slr5055*		Mannosaminuronic acid transferase	−2.30	2.24 × 10^−03^
*slr5056*		Glycosyltransferase	−3.44	1.89 × 10^−06^
*ssl0452*	*nblA1, nblA*	Phycobilisome degradation protein	−2.55	4.80 × 10^−04^
*ssl0453*	*nblA2, nblA*	Phycobilisome degradation protein	−2.59	4.69 × 10^−04^

a Gene transcripts that showed a twofold or more increase upon treatment with ethylene were grouped with surrounding genes that showed increases.

b Gene names and descriptions from the CyanoBase, Cyanobacteria Gene Annotation Database, and Kyoto Encyclopedia of Genes and Genomes websites.

c The change in this gene had a false discovery rate that was slightly higher than 0.05.

### 3.2 Real‐time RT–qPCR of several ethylene‐responsive genes

We wished to further characterize the transcriptional changes induced by application of ethylene. To do this, we used real‐time RT–qPCR to examine the transcript levels of three genes identified by the RNA‐seq analysis. Two of these were downregulated (*slr1452*,* sll5043*) and one upregulated (*pilB1*). 

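In the RNA-seq data sbpA (slr1452) had 35.3 ± 13.1 CPM in air and 4.04 ± 2.31 CPM in ethylene, a log2 fold change of -3.16 (standard error 0.43, adjusted p = 0.00732 in edgeR's quasi-likelihood test). For sll5043 the values were 1690.0 ± 106 and 171 ± 113 CPM, a log2 fold change of -3.31 (standard error 0.41, edgeR adjusted p = 0.00594). With each library left out in turn, the changes lay between -3.67 and -2.83 for slr1452 and between -4.00 and -3.05 for sll5043, and both passed the threshold every time. The sources used here do not pair pilB1 with a locus, so no RNA-seq value is given for it.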

The *slr1452* gene is annotated as involved in sulfate transport and the *sll5043* as a glycosyltransferase. The *pilB1* gene is involved in type IV pili function (Yoshihara et al., 2001). Using real‐time RT–qPCR, we previously showed that *pilB1* is upregulated by long‐term application of ethylene (Lacey & Binder, 2016), consistent with the RNA‐seq data; we obtained similar results in this study (Figure 2). We also confirmed that, consistent with RNA‐seq results, *slr1452* and *sll4043* are downregulated by 4d treatment with 1 μl/L ethylene (Figure 2). We were interested to know whether or not ethylene rapidly affects the transcript levels of these genes. We first tested for transcriptional changes within the first 4 hr of ethylene treatment. This revealed that there were fluctuations in the transcript levels of *slr5043* and *slr1452*, but ethylene caused no statistically significant changes in this time period (Figure S2). By contrast, *pilB1* transcript levels decreased by 30 min after starting the ethylene treatment. However, the levels of this gene also decreased at 240 min to the same extent whether or not ethylene was present, suggesting that ethylene may not be causing rapid changes in this gene. To further explore the time‐course of changes in these genes, we examined transcript changes at longer times of ethylene treatment. The transcript levels of *pilB1* were reduced by a two‐day application of ethylene (Figure 2). However, by day 3, ethylene caused an increase in *pilB1* transcript levels over air controls. By contrast, neither *sll5043* nor *slr1452* showed a statistically significant (*p *<* *.05) response to ethylene until day 4 (Figure 2). These results indicate that changes in these gene transcripts in response to ethylene are slow.

**Figure 2:**
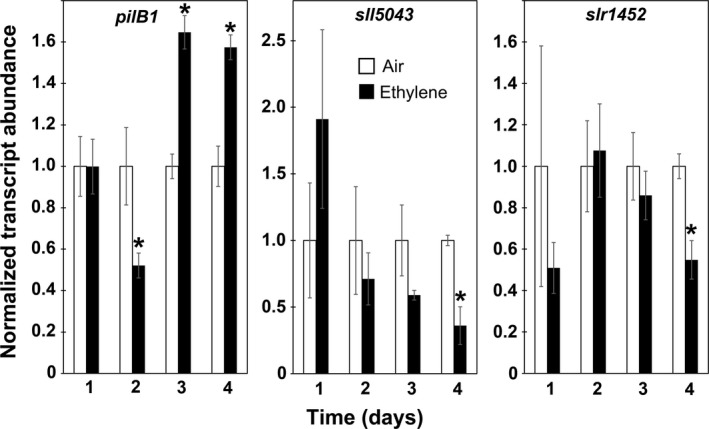
Real‐time RT–qPCR of Selected Ethylene‐Responsive Transcripts. Normalized transcript abundance of four genes shown to be affected by ethylene using RNA‐seq. Cells were maintained in phototaxis conditions for the designated times in the absence or presence of 1 μl/L ethylene. RNA was isolated, and real‐time RT–qPCR was conducted. Data were normalized to the *trpA* reference gene transcript and then normalized to levels in cells maintained in ethylene‐free air for that time‐point. Data represent the average ± *SEM* of two biological replicates with three technical replicates per biological replicate. * designates statistically significant difference (*p *<* *.05) caused by application of ethylene at that time‐point as determined by Student's *t* test

### 3.3 Ethylene alters lectin binding to cells

To follow up on the transcriptional changes we observed, we sought to determine to what extent these transcriptional changes correlate with biochemical changes. We previously discovered that Etr1 signaling affects extracellular components such as type IV pili to alter phototaxis and perhaps other physiological responses (Lacey & Binder, 2016). EPS contains numerous sugar moieties that help the bacterium adapt to environmental changes (Kehr & Dittmann, 2015) and has been implicated in phototaxis, spontaneous cell sedimentation, and biofilm formation in *Synechocystis* (Burriesci & Bhaya, 2008; Fisher et al., 2013; Jittawuttipoka et al., 2013). Because ethylene affects all three of these physiological responses (Lacey & Binder, 2016) and caused the downregulation of cell envelope genes and a large number of gene transcripts annotated as glycosyltransferases, including genes previously implicated in EPS formation, we hypothesized that ethylene alters EPS production leading to physiological changes.

We thus wished to know whether specific sugars on the cell surface were altered by ethylene treatment under these conditions. To test this, we examined lectin binding to the surface of *Synechocystis* cells using FITC‐labeled peanut agglutinin (PNA) that binds to galactose(β1‐3)*N*‐acetyl‐*D*‐galactosamine, concanavalin A (ConA) that binds to α‐D‐mannose and α‐D‐glucose, or *Ulex europaeus* agglutinin (UEA) that binds to α‐L‐fucose and N,N’‐diacetylchitobiose. The levels of background fluorescence in the absence of added lectin did not change significantly upon application of ethylene. When cells were kept in ethylene‐free air, PNA, ConA, and UEA labeled the surface of cells, resulting in fluorescence levels approximately 28‐fold, twofold, and 1.5‐fold, respectively, above the nonlectin controls (*p *<* *.05) (Figure 3). Application of 1 μl/L ethylene caused approximately a twofold increase in PNA binding and a decrease in ConA binding to background levels. Ethylene caused no measurable change in UEA binding levels. These results are consistent with a model where ethylene alters the composition of EPS to affect phototaxis, spontaneous cell sedimentation, and biofilm formation.

**Figure 3:**
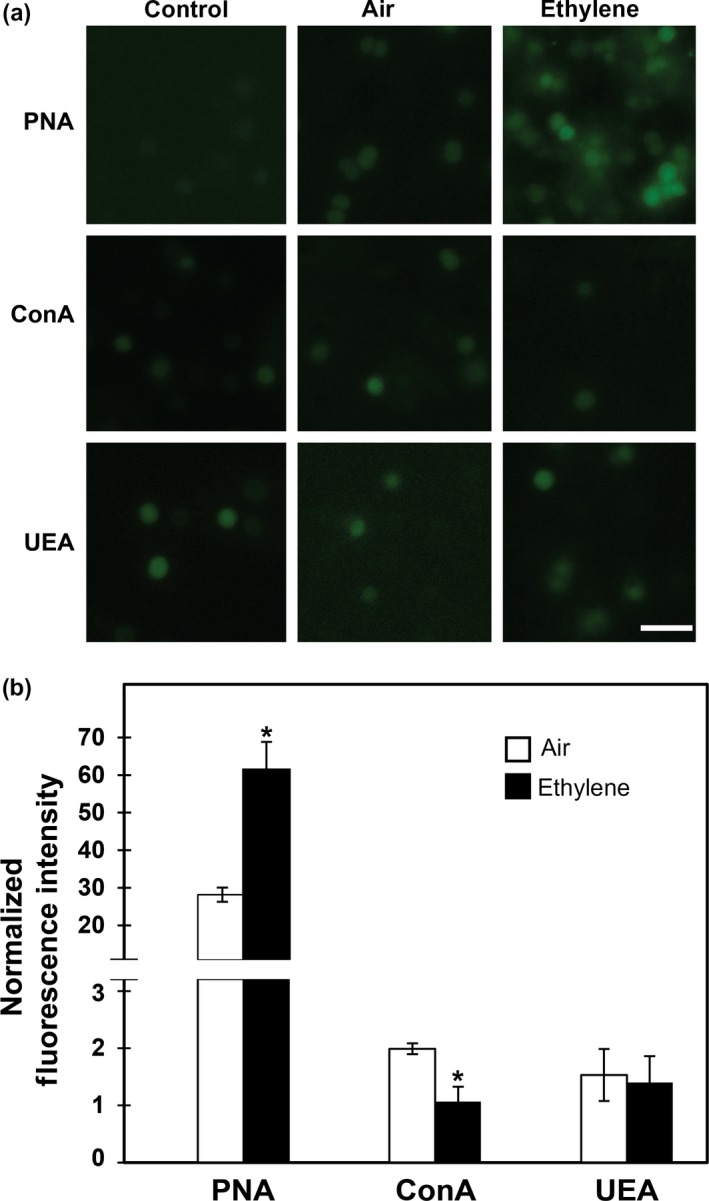
Lectin Binding to *Synechocystis* cells. Colonies of cells were kept in phototaxing conditions for 4d in the presence or absence of 1 μl/L ethylene. Cells were then labeled with FITC‐conjugated peanut agglutinin (PNA), concanavalin A (ConA) or *Ulex europaeus* agglutinin (UEA), observed with a fluorescence microscope, and images were acquired. Unlabeled cells were used as a control. (a) Fluorescence micrographs of *Synechocystis* cells. Images of cells in the absence of added lectin are shown as background controls. Scale bar = 10 μm. (b**)** Quantification of fluorescence intensity from FITC‐conjugated lectins bound to cells. Data have been normalized to fluorescence intensity in nonlabeled cells maintained in air and represent the average ± *SD*. *Statistically significant difference (*p *<* *.05) caused by application of ethylene as determined by Student's *t* test

### 3.4 Real‐time RT–qPCR of protein‐encoding genes near *etr1*

The Etr1 receptor is modeled to signal via Slr1213 and Slr1214 which are encoded by genes near *etr1* on the genome (Figure 4a). RNA‐seq revealed that long‐term treatment with ethylene caused no significant changes in the transcript levels of *etr1*,* slr1213*, or *slr1214* (Table S1). 

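Transcripts of etr1 (slr1212) stood at 20.2 ± 2.00 CPM in air and 24.3 ± 2.96 CPM in ethylene, a log2 fold change of 0.27 (standard error 0.15, adjusted p = 0.320 in edgeR's quasi-likelihood test). For slr1213 the values were 29.3 ± 3.69 and 24.6 ± 0.864 CPM, with a change of -0.25 (standard error 0.14, edgeR adjusted p = 0.326). The gene slr1214 was more abundant, at 523 ± 72.7 and 657 ± 321 CPM, and changed by 0.33 (standard error 0.30, edgeR adjusted p = 0.573). Its ethylene libraries spread from 407 to 1019 CPM, the highest being replicate 1, and without that library the change was -0.14. None of the 3 genes passed an adjusted p of 0.05 in any of the 18 fits made.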

We confirmed this using real‐time RT–qPCR on cells exposed to phototaxis conditions for 4 days (Figure 4b). We also looked at several other genes in this region of the genome and found that ethylene caused a statistically significant (*p *<* *.05) decrease in the transcript levels of *slr1215* (Figure 4b) which is consistent with our RNA‐seq data (Table 2). 

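In the RNA-seq libraries slr1215 fell from 153 ± 10.2 CPM in air to 69.5 ± 20.8 CPM in ethylene, a log2 fold change of -1.14 (standard error 0.20, adjusted p = 0.0174 in edgeR's quasi-likelihood test), with all 3 ethylene libraries below all 3 air libraries. The change stayed between -1.42 and -1.02 with each library left out in turn. The call was lost without air replicate 3, ethylene replicate 2 or ethylene replicate 3, with edgeR adjusted p of 0.0675, 0.0758 and 0.0734.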

The transcript levels of *slr1211* were also reduced by ethylene, but the change was below the statistical cutoff used (*p *=* *.08). A similar decrease that was below the statistical cutoff was observed for this gene transcript in the RNA‐seq data (*q *=* *0.09) (Table S1).

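Counts of slr1211 gave 26.3 ± 3.15 CPM in air and 25.4 ± 1.73 CPM in ethylene, a log2 fold change of -0.048 (standard error 0.14, adjusted p = 0.873 in edgeR's quasi-likelihood test), smaller than the spread between replicates. Over all fits made, the adjusted p lay between 0.709 and 0.975, and the change turned positive under total-count scaling (0.092) and without air replicate 2 (0.047). The authors' deposited table lists a q-value of 0.857 for this gene.

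**Figure D3:**
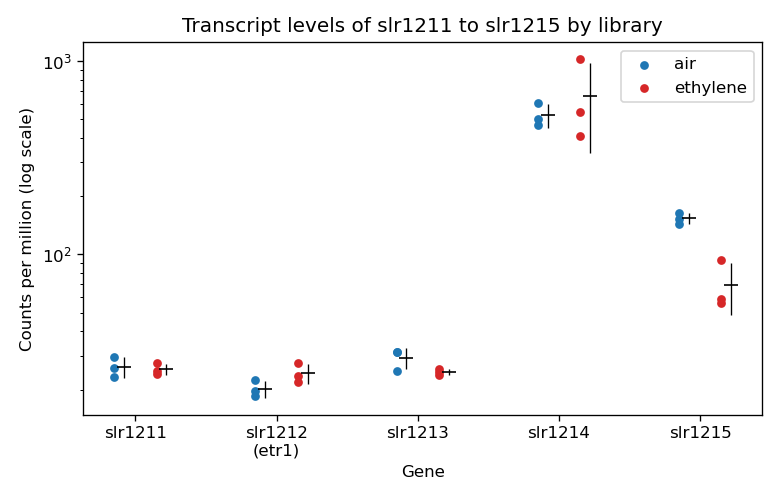
Transcript levels in CPM (vertical axis, log scale) of slr1211 to slr1215 (horizontal axis) in each air and ethylene library; points are libraries, and black bars are the mean ± SD of 3 libraries. Only in slr1215 do all ethylene points lie below all air points, with means of 69.5 and 153 CPM.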

**Figure 4:**
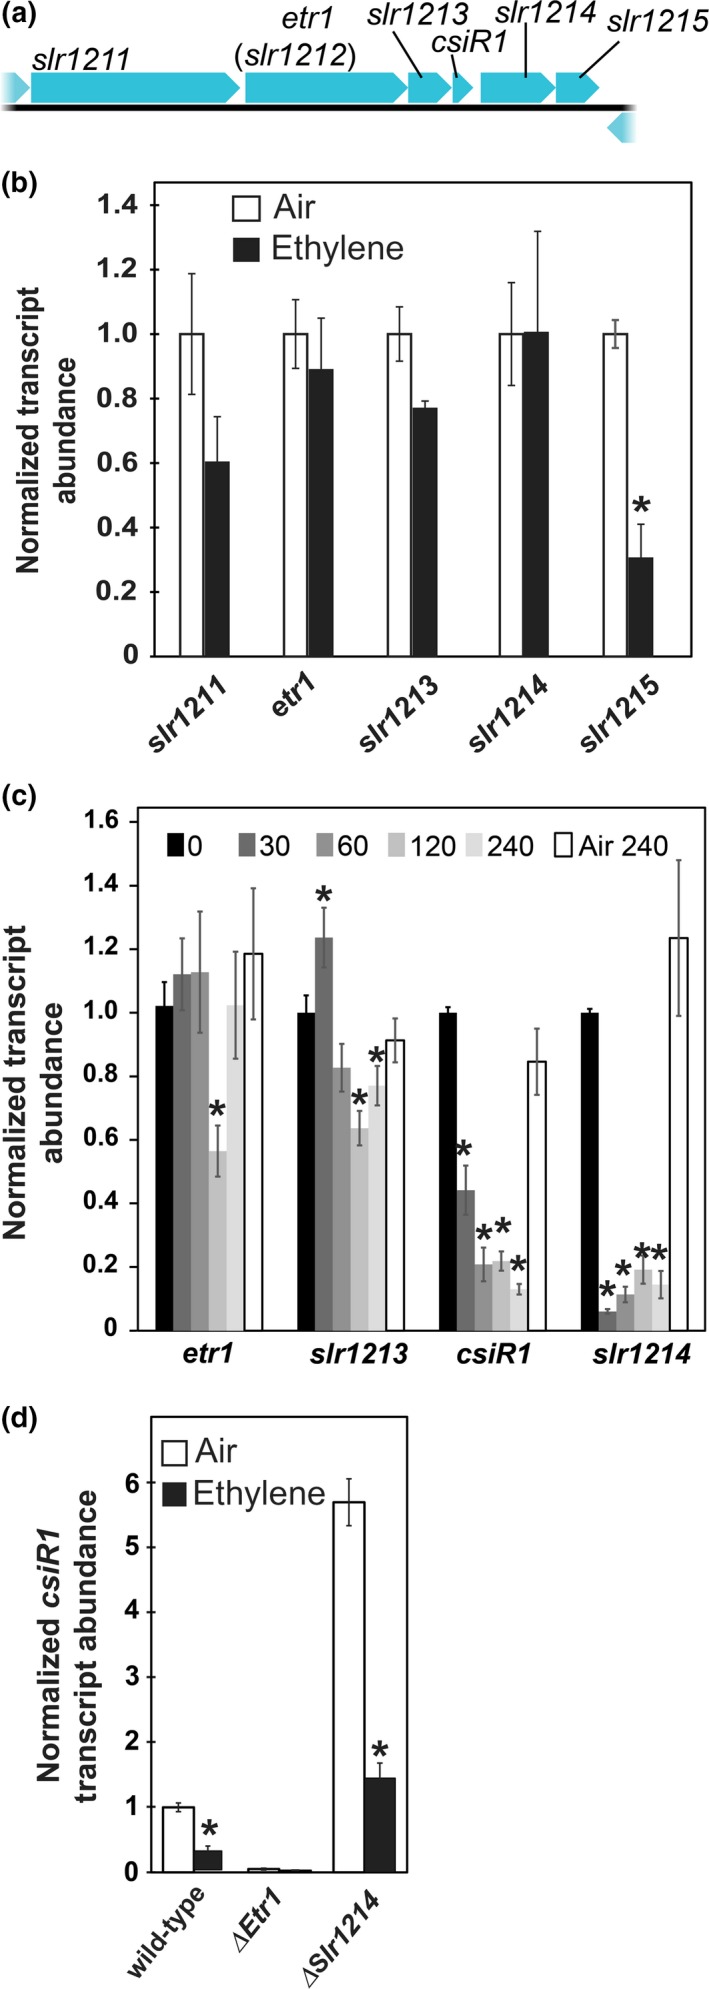
Real‐time RT–qPCR of Selected Transcripts Near *etr1* in the Genome. (a) Genomic structure around *etr1*. (b–d) Normalized transcript abundance of genes surrounding *etr1*. For panels b and d, cells were treated as described in Figure 1. For panel c, cells were maintained in phototaxis conditions for 1d in the absence of ethylene. At this time, the cells were treated with 1 μl/L ethylene for the times indicated. An air control at 240 min was also used. In all cases, RNA was isolated, and real‐time RT–qPCR was conducted. Data were normalized to the *trpA* reference gene transcript and then normalized to levels in wild‐type cells maintained in ethylene‐free air. For panel c, the data were normalized to the data from the 0 min time‐point. Data represent the average ± *SEM* of two‐five biological replicates with three technical replicates per biological replicate. In panels b and d, * designates statistically significant difference (*p *<* *.05) caused by application of ethylene as determined by Student's *t* test. In panel d, * indicates ethylene caused a statistically significant change (*p *<* *.05) from the levels at t = 0 as determined using two‐way ANOVA and Tukey's multiple comparisons test

The above results indicate that the genes coding for proteins that are posited to be part of the primary signaling pathway (*etr1*,* slr1213*,* slr1214*) are not regulated transcriptionally by long‐term ethylene treatment. However, it is possible that these genes are transiently affected by ethylene. Therefore, we examined the levels of these transcripts within the first 4 hr of ethylene exposure to ensure we were not missing transient changes. To do this, cells were maintained in phototaxis conditions for 1 day in ethylene‐free air, at which time they were treated with 1 μl/L ethylene for 0, 30, 60, 120, or 240 min. Air controls at 240 min were also examined. This showed that *etr1* has a small and transient decrease at 120 min and *slr1213* may have a small biphasic response where it first increases and then transiently decreases (Figure 4c). Thus, both of these genes have small, rapid changes to the application of ethylene that are transient so that by 4 days, there is no apparent effect of ethylene on these gene transcripts. By contrast, *slr1214* transcript levels were decreased over 10‐fold after 30 min of ethylene treatment and remained low by 240 min. This suggests that the return of *slr1214* transcript to pretreatment levels by 4 days is slower than for *etr1* and *slr1213*.

### 3.5 Ethylene affects transcript levels of *csiR1*

Small, noncoding RNAs have been shown to function at the transcriptional and posttranscriptional levels in *Synechocystis* (Georg et al., 2009; Hernández‐Prieto et al., 2012). Absorption of photons by Etr1 has been proposed to activate Slr1213 by phosphotransfer to a conserved Asp residue on Slr1213. Slr1213, in turn, is proposed to bind to the promoter of the small RNA, *csiR1* (Ramakrishnan & Tabor, 2016), which is located in the intergenic region between *slr1213* and *slr1214* (Figure 4a) (Kopf et al., 2014). We were consequently curious to know whether ethylene affects the levels of *csiR1*. However, small RNAs such as *csiR1* are not yet annotated in the genome annotation file used for RNA‐seq. Therefore, we examined the transcript abundance of *csiR1* using real‐time RT–qPCR and found that under phototaxing conditions (unidirectional white light), a four‐day treatment with ethylene causes approximately a threefold decrease in *csiR1* transcript abundance (Figure 4d). By contrast, exposure to UV light (without application of ethylene) causes an increase in *csiR1* transcript levels, suggesting ethylene and photons function antagonistically (Ramakrishnan & Tabor, 2016). As *csiR1* is likely to be part of the primary signaling pathway, we were curious to know how rapidly it responds to the application of ethylene. We found that a statistically significant decrease in *csiR1* transcript occurred within 30 min of application of ethylene and an apparent steady state was reached by 60 min after application of ethylene (Figure 4d). Thus, unlike the other genes proposed to be involved in signaling from Etr1, ethylene causes a rapid and prolonged decrease in *csiR1* transcript levels.

To determine whether the change in *csiR1* transcript depends on Etr1 signaling, we examined *csiR1* transcript abundance in cells with Etr1 deleted (ΔEtr1). The *csiR1* transcript levels in ΔEtr1 cells kept in ethylene‐free air were approximately 5% of the levels in wild‐type cells, and ethylene had little or no effect on *csiR1* transcript levels in this mutant (Figure 4d). These data support a model where signaling from Etr1 leads to increased *csiR1* levels, and ethylene inhibits this function causing a reduction in *csiR1* abundance. Ethylene is proposed to inhibit plant ethylene receptors and Etr1 (Hall, Chen, Findell, Schaller, & Bleecker, 1999; Lacey & Binder, 2016). The above results are consistent with this model and suggest a conservation of function between the ethylene receptors of *Synechocystis* and plants.

### 3.6 Slr1214 affects *csiR1* abundance

Slr1214 is proposed as a possible output of this signaling system and is required for signaling from Etr1 to affect phototaxis; current models for Slr1214 function posit that it acts downstream of Slr1213 and *csiR1* (Lacey & Binder, 2016; Narikawa et al., 2011; Ramakrishnan & Tabor, 2016; Song et al., 2011). However, the Slr1214 protein may also physically interact with the Etr1 receptor (Sato et al., 2007). Thus, Slr1214 may act as an alternative signaling pathway or provide feedback on Etr1. We therefore examined *csiR1* transcript levels in cells with Slr1214 deleted (ΔSlr1214). We previously showed that ethylene fails to alter the phototaxis of ΔSlr1214 cells (Lacey & Binder, 2016). Interestingly, *csiR1* transcript levels increased over fivefold in air in ΔSlr1214 cells compared to wild‐type cells (Figure 4d). Application of ethylene caused a reduction in *csiR1* transcript levels in ΔSlr1214 cells, suggesting that signaling via Slr1214 is not required for the reduction in *csiR1* by ethylene. These data are consistent with a model where *csiR1* is upstream of Slr1214 and slr1214 functions in negative feedback on this pathway. However, it is possible that deletion of Slr1214 had other effects such as simply stabilizing *csiR1* transcript resulting in higher levels.

## 4 DISCUSSION

Ethylene receptors have been highly studied in plants and models developed for ethylene‐binding and signal transduction (Lacey & Binder, 2014; Shakeel, Wang, Binder, & Schaller, 2013). By contrast, very little is known about ethylene receptors in nonplant species and only one ethylene receptor has been characterized in a nonplant (Henry et al., 2017; Lacey & Binder, 2016; Rodriguez et al., 1999). In these prior studies, we demonstrated that *Synechocystis* contains a functional ethylene receptor that affects physiological processes such as phototaxis and biofilm formation and biochemical processes such as formation of type IV pili and levels of photosystem II. Other laboratories have shown that Etr1 also functions as a photoreceptor that is posited to signal to Slr1213 via phosphorelay. The phosphorylated Slr1213 is predicted to increase the transcription of the noncoding, small RNA, *csiR1*, and *slr1214* (Narikawa et al., 2011; Ramakrishnan & Tabor, 2016; Song et al., 2011; Ulijasz et al., 2009).

To gain a better understanding about ethylene signal transduction in *Synechocystis*, we examined global transcript changes in response to long‐term ethylene treatment using RNA‐seq. We found that the transcription of over 500 genes was altered in various functional categories and the transcription of 63 genes altered twofold or more. Global transcriptomic studies have been carried out on *Synechocystis* using either microarrays or RNA‐seq to examine the effects of various conditions (Anfelt, Hallström, Nielsen, Uhlén, & Hudson, 2013; Hernández‐Prieto et al., 2012; Hihara, Kamei, Kanehisa, Kaplan, & Ikeuchi, 2001; Huang, McCluskey, Ni, & Larossa, 2002; Kizawa, Kawahara, Takimura, Nishiyama, & Hihara, 2016; Klähn et al., 2015; Kopf et al., 2014; Lau, Foong, Kurihara, Sudesh, & Matsui, 2014; Wang, Postier, & Burnap, 2004; Zhang et al., 2008). Even though there is some overlap in the gene transcripts that are changed in these studies compared to this study, the overall pattern of transcriptional changes that occurs with ethylene does not match what occurs in these other studies, indicating that ethylene is having unique effects on gene transcript levels in *Synechocystis* cells.

Interestingly, while this article was under review, an article was published where *Synechocystis* was bioengineered to produce high levels of ethylene (Kuchmina et al., 2017). This study used microarray and Northern blot analyses to examine transcriptional changes. Consistent with our study, they observed a decrease in *csiR1* and *slr1214* transcripts 4 hr after initiating expression of an enzyme that leads to ethylene production. Additionally, levels of *csiR1* remained low for up to 48 hr. However, other than these two genes, there was very little overlap between the genes we identified and those identified by Kuchmina et al. (2017). It should be noted that there are numerous differences in the conditions used in these two studies. In particular, our samples were on agar plates and exposed to unidirectional light for 4 days in ethylene‐free air or 1 μl/L exogenously applied ethylene. By contrast, the samples used by Kuchmina et al. (2017) were grown in liquid culture and grown with induction for 4 hr to increase the abundance of ethylene‐forming enzyme, resulting in ethylene levels of 1500 μl/L ethylene. It is likely that the differences between our transcript results and theirs are due to these large differences in the conditions used.

Small RNAs have been shown to function at the transcriptional and posttranscriptional levels in *Synechocystis* (Georg et al., 2009; Hernández‐Prieto et al., 2012). In response to light, Slr1213 is proposed to bind to the promoter of *csiR1*, which is located in the intergenic region between *slr1213* and *slr1214*, causing an increase in *csiR1* levels (Ramakrishnan & Tabor, 2016). We found that long‐term treatment with ethylene leads to a reduction in *csiR1* transcript abundance, showing that it is likely to be involved in ethylene signaling and that ethylene acts oppositely to light. The transcription of *csiR1* is also downregulated in conditions of high inorganic carbon such has high CO_2_ levels (Klähn et al., 2015; Kopf et al., 2014; Wang et al., 2004). However, except for the downregulation of *csiR1* by both ethylene and high inorganic carbon, there is little, if any, overlap between the gene transcripts regulated by high carbon conditions and application of ethylene.

We also examined the time‐course of changes in the protein coding genes near *etr1* on the genome as well as *csiR1*. This showed ethylene causes a small rapid and transient change in *etr1* and *slr1213*. Ethylene caused a larger decrease in the transcript levels of *slr1214*. By 4d of ethylene treatment, there was no significant difference in the transcript levels of *etr1*,* slr1213*, or *slr1214* in air versus ethylene; this is similar to the results found with RNA‐seq. Thus, the effects of ethylene on the transcript abundance of these three genes are transient. Application of ethylene also caused a rapid decrease *csiR1*. However, unlike *etr1*,* slr1213*, and *slr1214*, the transcript levels of *csiR1* remained low up to 4d of ethylene treatment. This is interesting because it has been suggested the *csiR1* and *slr1214* are cotranscribed from a common start site for transcription, leading to the expectation that their transcripts would have similar patterns of change (Klähn et al., 2015; Kopf et al., 2014; Mitschke et al., 2011; Ramakrishnan & Tabor, 2016). At least part of this difference between the levels of *csiR1* and *slr1214* may be due to a transcriptional termination site between the two (Klähn et al., 2015; Kopf et al., 2014). It is also possible that the transcripts of *csiR1* and *slr1214* are regulated differently so that over time, *slr1214* levels increase due to decreases in the rate of degradation, but *csiR1* levels do not. The rapid changes observed for these genes are different for what we observed for *sll5043*,* slr1452*, and *pilB1* that respond more slowly to ethylene. This is consistent with a model where *sll5043*,* slr1452*, and *pilB1* are part of downstream pathways that mediate physiological changes, rather than part of the primary signaling pathway.

A linear pathway has been proposed previously where, upon stimulation by light, Etr1 signals to Slr1213 via phosphorelay (Figure 5). Phosphorylated Slr1213 in turn binds to the promoter of *csiR1‐slr1214,* increasing the transcription of *csiR1* and *slr1214* to affect downstream signaling (Lacey & Binder, 2016; Narikawa et al., 2011; Ramakrishnan & Tabor, 2016; Song et al., 2011). Slr1214 is required for signaling from Etr1 (Lacey & Binder, 2016; Narikawa et al., 2011; Song et al., 2011). There are several possible mechanisms by which deletion of Slr1214 affects *csiR1* transcript levels. One is that Slr1214 provides feedback inhibition on the system so that when it is removed, *csiR1* levels increase (Figure 5). However, we cannot rule out other possibilities such as that deletion of Slr1214 may simply cause stabilization of the *csiR1* transcript, leading to elevated levels.

**Figure 5:**
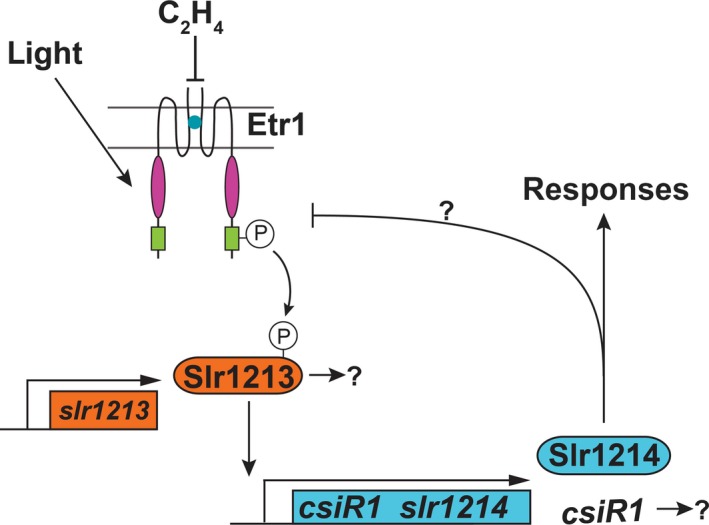
Model for ethylene and light signaling via Etr1. In this model, light stimulates Etr1 to autophosphorylate on a His residue. This is then transferred to a conserved Asp on Slr1213 that acts as a transcriptional activator of *csiR1* and *slr1214*. Slr1214 is modeled to be the required output of the pathway. However, it is also possible that Slr1213 and *csiR1* have output functions too. Our data indicate that ethylene acts antagonistically to light. Deletion of Slr1214 resulted in an increase in *csiR1* levels, indicating there may be negative feedback from Slr1214. However, it is also possible that deletion of Slr1214 resulted in increased stability of *csiR1*. Based on results from this study and prior reports (Lacey & Binder, 2016; Narikawa et al., 2011; Ramakrishnan & Tabor, 2016; Song et al., 2011)

Slr1214 seems to be required for output from this pathway (Lacey & Binder, 2016; Narikawa et al., 2011; Song et al., 2011). However, we cannot rule out that there are also Slr1214‐independent pathways that occur from Slr1213 or *csiR1* or both. For instance, signaling from Slr1213 could involve additional points of transcriptional activation, while *csiR1* could be regulating translation or protein function involved in responses to ethylene (Georg et al., 2009; Hernández‐Prieto et al., 2012; Ramakrishnan & Tabor, 2016). In support of a role for a small RNA‐like *csiR1* affecting motility is the observation that the RNA chaperone HFq affects *Synechocystis* motility and type IV pilus function (Dienst et al., 2008; Schuergers et al., 2014). More complex scenarios are also possible. For instance, a number of small, noncoding RNAs have been identified that both accumulate transcript and act as a 5′ UTR for a downstream gene; these have been termed “actuatons” (Kopf, Klähn, Scholz, Hess, & Voß, 2015). *CsiR1* is one of the small RNAs identified as an actuaton where it both changes transcript abundance and acts as the 5′UTR for *slr1214*. Thus, *csiR1* could have multiple functions in this signaling pathway. It is also likely that Slr1213, *csiR1*, and Slr1214 provide points of signal integration with other environmental signals as iron starvation causes a reduction in the transcript levels of *slr1213* and *slr1214* (Hernández‐Prieto et al., 2012) and low‐carbon conditions upregulate *csiR1* and *slr1214* transcripts (Klähn et al., 2015; Langmead et al., 2009; Wang et al., 2004). These results suggest that iron and carbon availability may affect signaling from Etr1; however, the significance of such signaling is still unclear. The regulation of *csiR1* by Slr1214 that we observed provides another mechanism by which iron and carbon availability could modulate the Etr1 signal transduction pathway.

We wished to know whether or not the changes in gene transcripts were reflected in biochemical changes. We have previously found that Etr1 signaling affects extracellular components such as type IV pili and possibly EPS (Lacey & Binder, 2016), and it is known that both type IV pili and EPS affect phototaxis, biofilm formation, and spontaneous cell sedimentation of *Synechocystis* cells (Bhaya, Bianco, Bryant, & Grossman, 2000; Bhaya, Watanabe, Ogawa, & Grossman, 1999; Burriesci & Bhaya, 2008; Fisher et al., 2013; Jittawuttipoka et al., 2013). Cell envelope genes, as well as several other genes linked to EPS formation, were affected by ethylene treatment, correlating with the changes in lectin binding to *Synechocystis* cells. This supports a model where one effect of ethylene is to alter the composition of EPS, leading to alterations in physiology. The exact nature of these changes has yet to be resolved, but our results show that there is not simply a global increase or decrease in EPS. Rather, ethylene is having different effects on specific carbohydrates on the cell surface as ethylene caused a decrease in ConA binding and an increase in PNA binding, indicating a decrease in either α‐D‐mannose or α‐D‐glucose or both and an increase in galactose(β1‐3)*N*‐acetyl‐*D*‐galactosamine. We also observed changes in the abundance of several pilin‐related gene transcripts correlating with our previous observation that ethylene alters type IV pili (Lacey & Binder, 2016). Together, these data provide support for a model where ethylene signaling in *Synechocystis* alters the physiology of the cells by regulating extracellular components.

The transcript levels of two genes that encode for phycobilisome degradation enzymes are reduced, suggesting that the light harvesting complex for photosynthesis is also altered by ethylene. Phycobilisomes can potentially act as antenna complexes for both photosystem I and II in *Synechocystis* where they can contribute to energy dissipation under high‐light conditions (Kondo, Ochiai, Katayama, & Ikeuchi, 2007). Ethylene is produced when dissolved organic compounds are exposed to light. Thus, it is possible that environmental ethylene is functioning, in part, to facilitate adaptive responses to high‐light conditions. As such, it could be considered a stress signal, similar to its function in plants. The fact that EPS production in *Synechocystis* changes and cells form biofilm in response to stress is compatible with this idea (Jittawuttipoka et al., 2013; Song, Zhao, Zhang, Mu, & Pan, 2016). However, this seems unlikely as there is little overlap in the transcriptional changes caused by high light (Huang et al., 2002) compared to ethylene.

In summary, ethylene regulates the transcription of many genes, causing alterations in both intra‐ and extracellular processes. We propose that these changes lead to a variety of physiological changes including motility, biofilm formation, and cell sedimentation and point to the importance of ethylene as an environmental cue that alters cyanobacteria behavior. A model has been proposed where phototaxis signaling pathways affect either orientation of movement or cell surface components involved in motility such as EPS and type IV pili (Schuergers et al., 2017). Pathways involved in orientation of movement would likely involve the relocalization of at least some components of the pathway in response to directional light. By contrast, pathways involved in cell surface modifications to alter motility would not necessarily show changes in localization. Our data do not address whether or not the Etr1 pathway is involved in orientation of movement. However, our data do support the idea that this pathway affects important components involved in motility. It remains to be determined whether or not this pathway is also involved in the regulation of the direction of movement.

The ecophysiological role of ethylene for *Synechocystis* remains an open question. Because ethylene is produced when sunlight interacts with organics dissolved in water (Ratte et al., 1993, 1998; Wilson et al., 1970), it is possible that ethylene is acting as a diffusible signal to enhance responses to light or as a cue to help the cells find optimal light conditions. Alternatively, *Synechocystis* may use ethylene emitted from another organism as a cue to form a symbiotic interaction with that organism (Schuergers et al., 2017). Ethylene receptors are predicted to also be present in other bacterial species as well as several fungi (Bakshi & Binder, 2018; Hérivaux et al., 2017). Therefore, it is likely that ethylene is altering the physiology of diverse microorganisms. The nature of these alterations in these species remains to be determined.

## AUTHOR CONTRIBUTIONS

R.F.L., C.J.A., and A.B. performed the experiments. R.F.L. and B.M.B. designed experiments and wrote the manuscript with contributions from C.J.A. and A.B. B.M.B. supervised the research.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Ethylene causes transcriptomic changes in Synechocystis during phototaxis
**Source:** Plant Direct. 2018 Mar 15;2(3):e00048. doi: 10.1002/pld3.48
**Supplement:** Supplementary file 1

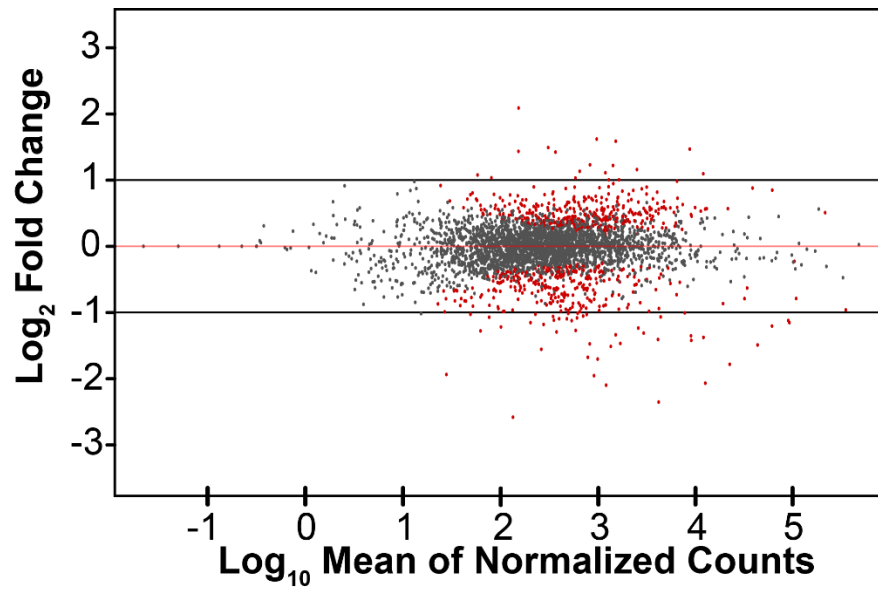

**Supplemental Figure 1. MA Plot Showing Global Gene Transcript Changes Caused by the Application of Ethylene to *Synechocystis* Cells.** Cells were maintained in phototaxis conditions for 4d in air or 1  $\mu\text{L L}^{-1}$  ethylene. RNA-seq and analysis was carried out as described in the materials and methods and differential gene expression determined. Red indicates gene transcripts that are differentially expressed upon treatment with ethylene with a false discovery rate  $< 0.05$ . Horizontal black lines indicate a 2-fold change.

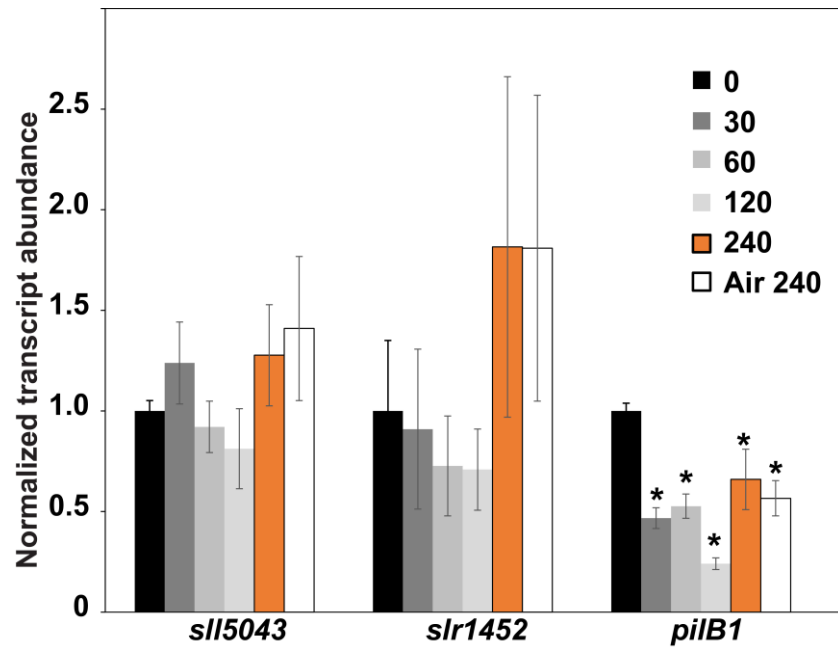

**Supplemental Figure 2. Real-time RT-qPCR of Selected Genes at Early Time-points After Ethylene Treatment.** Cells were maintained in phototaxis conditions for 1d in the absence of ethylene. At this time the cells were treated with  $1 \mu\text{L L}^{-1}$  ethylene for the times indicated. An air control at 240 min was also used. In all cases, RNA was isolated and real-time RT-qPCR conducted. Data were normalized to the *trpA* reference gene transcript, then normalized to levels in the 0 min time-point. Data represents the average  $\pm$  SEM of 2 biological replicates with 3 technical replicates per biological replicate. \* indicates a statistically significant change ( $P < 0.05$ ) from the levels at  $t=0$  as determined using two-way ANOVA and Tukey's multiple comparisons test.

# Supplementary material for: Ethylene causes transcriptomic changes in Synechocystis during phototaxis
**Source:** Plant Direct. 2018 Mar 15;2(3):e00048. doi: 10.1002/pld3.48
**Supplement:** Supplementary file 3

Responses to Handling editor/ Reviewer #1 (our responses in bold):

Additionally, the authors should compare their data with the recently published article by Kuchmina et al. (2017) in the journal Microbiology ("Ethylene production in *Synechocystis* sp. PCC 6803 promotes phototactic movement") and mention in which way the present paper advances knowledge on the topic.

**The paper by Kuchmina *et al.* came out during review of our manuscript. We have now included information from this paper and cite it in the revision of our manuscript. Specifically: a) we have added a sentence to our introduction (lines 67-68) about how they see enhanced phototaxis in their ethylene overproducing cells in agreement with our prior research; b) we've expanded the discussion regarding the differences in their results versus ours (lines 310-321). Essentially, there is virtually no overlap in the genes they identify compared to our data; the exceptions are *csiR1* and *slr1214*. However, their conditions were drastically different from those used in our study. This is actually something they point out in their discussion when comparing their results with our prior paper examining the physiological responses to ethylene. In particular, we used phototaxis conditions (unidirectional light) on agar plates with a treatment of 1 ppm ethylene delivered exogenously for 4d. Their samples were grown in liquid culture with agitation (so the light was not unidirectional) and a concentration of ethylene of 1500 ppm after 4h of induction to increase ethylene production. Most responses in plants saturate by 1 ppm so this is a very high level of ethylene from a biological standpoint. We have never treated *Synechocystis* cells with such a high level of ethylene, however, we have unpublished results showing that when we gas liquid cultures with 100 ppm ethylene they start to become yellow suggesting such high levels of ethylene over several days is harmful to the bacteria. Given the drastic differences in conditions, especially the very high ethylene levels used by Kuchmina et al, it's not surprising that there is hardly any overlap between our transcript results and theirs.**

Due to the fact that there are some overlaps with this new paper, I consider that some additional RT-qPCR of new genes (3-4 selected among transporters, glycosyltransferases, transcription factors, genes coding for enzymes involved in carbohydrate metabolism) at early time-points after ethylene treatment could bring additional novel information. In fact, RNAseq was performed 4d following ethylene treatment and important information may have been missed. This was actually one comment provided by reviewer 1 that failed to send the report on time.

**As pointed out above, there is virtually no overlap in the transcript analyses between these papers. However, based on this you (or reviewer 1, we cannot tell) suggest that several genes be examined at earlier time-points. We already did this in the last revision examining changes as early as 30 min after the addition of ethylene. We don't feel that analysis of a few additional genes will increase our understanding. We hope to do RNA-seq analyses at these earlier time-points to gain a global perspective of changes in transcription over time, but this is beyond the scope of the current submission.**

Responses to Reviewer #3 (our responses in bold):

The paper by Lacey et al. analyzes changes in gene expression in response to external application of ethylene. In a recent paper this group showed that ethylene has effects on

phototaxis and several other physiological characteristics of *Synechocystis* 6803 cells. Now they have used RNAseq to determine changes in transcript accumulation and several transcript changes have been also verified by RT-PCR analysis. I think this is interesting information which shed light on the effect of this important plant hormone on cyanobacteria.

This reviewer feels that the authors responded adequately to the comments of the previous reviewers. I do not think that additional experimentation is needed because the signal transduction mechanism in the ethylene-responsive two-component system is comparably well understood already. I just have some minor new comments regarding interpretation of the data. I think that the authors should be more careful with some of the conclusions.

1. line 35-37 (line 244, line 251, line 280): The increase in *csiR1* transcript accumulation in a  $\Delta$ *slr1214* strain could be also explained by a stabilization of the *csiR1* transcript by deletion of the downstream gene. In addition, a resistance cassette was inserted into this region and it was not clear for me in which orientation this was done. In general, in my opinion, Ramakrishnan and Tabor (2016) showed that *csiR1* and *slr1214* are co-transcribed and that this putative ncRNA is most probably just the 5'UTR of the *slr1214* mRNA. Of course, it is still possible that the 5'UTR (or *csiR1*) has some own functions, but it is also clear that the ETR1-Slr1213 signalling targets the *csiR1*-*slr1214* promoter. I think this should be explained better. Differences between *csiR1* and *slr1214* transcript accumulation can be easily described by different transcript stabilities and RNA processing and most probably have nothing to do with a putative feedback mechanism (in my opinion). However, you might also discuss this complex scenario in line with the new actuation concept (Kopf and Hess, 2015) as *CsiR1* is discussed by these authors as an example of an actuation.

**We thank the reviewer for suggesting these ideas. In response, we have removed the idea of feedback from the abstract and introduction. We did not change lines 244, 251, or 280 (as numbered in the original manuscript) since these were simply reporting the observations. However, based on the reviewers comments we have changed lines 286-287 of the results and incorporated many of the ideas suggested into the discussion (lines 343-345; 353-357; 365-369). We assume the reviewer meant the paper by Kopf et al , 2015 *Sci. Reports*; this paper has been used and cited for some of the revisions. These suggestions have resulted in re-writing parts of the discussion. Even though we agree with the ideas put forth by the reviewer, at this time we still cannot rule out feedback by *Slr1214*. We certainly hope to test this model in the future. However, because of this uncertainty, we have slightly modified our model (fig 5) to have a question mark on the part indicating feedback. The legend has been altered accordingly.**

2. Please be a bit more careful with annotation of genes  
line 151 and table 1: *Slr0551* is the *Synechocystis* RNaseJ homolog, but it is not part of the degradosome, because no degradosome has been described in cyanobacteria so far.

**Removed from text and changed in table 1.**

Line 163-164: these two open reading frames are nblA1 and nblA2 and these are not phycobilisome degradation enzymes. These are small adapter proteins (but no enzymes) which are involved in phycobilisome degradation.

**Reworded on these lines and in the introduction.**

Table 2: slr0079 is actually the pilB2 homolog. I think this would be informative for the reader

**This information has been added to table 2.**

**For these 3 comments, we thank the reviewer for pointing these issues out. We had simply followed the annotation provided on-line, but given this reviewers comments, these parts of the manuscript have either been removed or re-worded.**

3. I am not sure when the authors submitted this manuscript initially. But meanwhile there was a paper by Kuchmina et al. (2017) which describes transcript changes in response to ethylene production by the cells. I think this should be cited and discussed somewhere.

**We are glad the reviewer pointed this out. We saw this too. This paper came out while our manuscript was under review. We have added a sentence about this paper in our introduction (lines 67-68) and added some writing to the discussion regarding the similarities and differences in their results versus ours (lines 310-321).**

**Essentially, there is very little overlap in the genes they identify compared to our data. However, their conditions were drastically different from those used in our study. In particular, we used phototaxis conditions on agar plates with a treatment of 1 ppm ethylene delivered exogenously for 4d. Their samples were grown in liquid culture without directional light and a concentration of ethylene of 1500 ppm after 4h of induction to increase ethylene production. Most responses to ethylene in plants saturate by 1 ppm. We have never treated Synechocystis cells with such a high level of ethylene, however, we have unpublished results showing that when we gas liquid cultures with 100 ppm ethylene they start to become yellow suggesting such high levels of ethylene over several days is harmful to the bacteria. While not reported in our manuscript, we find that even 1ppm is supersaturating for the physiological responses we examine and we recently determined that much lower levels of ethylene elicit a response similar to 1ppm. We are now determining the lowest effective concentration to elicit a response and hope to have this as part of a future study.**

In addition, I have some minor points.

Line 132: correlate (grammar) **Fixed**

Line 137: Synechocystis: italic **Fixed**

Line 152: slr1598 interacts with slr1598?? this is a mistake, obviously **Fixed. Was supposed to be slr1599.**

Line 257: which light (quality)? **Reworded.**

Line 393: Is there any citation for the statement that movement of Synechocystis is faster in mats? To my knowledge, Synechocystis movement has never been investigated in

mats or biofilms. **The reviewer is correct and we have modified this sentence to better reflect what we meant to say (lines 418-420).**

Line 408: I did not find any information in the Lacey and Binder (2016) paper about the construction  $\Delta$ slr1214 strain – **We used the methods of Song et al (2011) to generate this deletion; this is cited in Lacey and Binder (2016). Since this could lead to confusion, we have added the Song et al citation where we mention that this strain has been previously described (line 433).**

Table 2: it would be nice to inform the reader somewhere that all the slr50xx loci are on a plasmid. **We have added replicon information in both tables 1 and 2 (following the format used by Kuchmina et al) to address this suggestion. It didn't seem to make sense to only give this information for the slr50xx loci since several other loci are also on a plasmid.**

I think that Table3 and table 4 can be moved to the supplement  
**We would prefer to keep these tables in the main text.**

How the deposited data were processed for this re-analysis (not part of the article)

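RNA was sequenced from colonies of Synechocystis, a unicellular cyanobacterium, after 4 days of phototaxis in air (3 libraries) or in 1 µl/L ethylene (3 libraries). The authors trimmed the reads, mapped them with Bowtie2 and Tophat, counted reads per gene with HTSeq and deposited the counts of each library as whole numbers, without normalization. Versions of these tools, the genome build and the strand setting of the counting are not given in the sources used here, so antisense or overlapping genes are uncertain. The authors also deposited a table of their DESeq2 comparison, with a mean normalized count, a log2 fold change, its standard error, a statistic score, a p-value and a q-value per gene. In that table the sign of the statistic is opposite to that of the log2 fold change in 3588 of 3601 rows with a statistic, so the statistic was not used. Its gene numbers were matched to the gene rows of the count tables, which gave 3505 rows a locus and left 168 without one.

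From the deposited counts, 3673 gene rows were used. Rows of the tables that name no gene were left out of library sizes and tests; they held 60.0% to 72.3% of the reads in a library. Counts on genes ranged from 5294485 to 8526432 per library, so that 1 CPM stood for 5.29 to 8.53 reads before scaling. TMM factors lay between 0.927 and 1.16. Genes were kept by filterByExpr (minimum count 10, minimum total 15), which left 3494. These were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, in the form the package calls legacy=FALSE, with the condition as the only term and Benjamini-Hochberg adjustment at 0.05. Standard errors are the size of the log2 fold change divided by the square root of F. Alternatives used DESeq2 1.42.0 and limma 3.58.1. Sets of genes were compared with all other tested genes by camera with a preset correlation of 0.01, adjusted over 5 sets, and again with an estimated correlation and with fry. No set test was run on categories of Table S1, of which only the first 1998 rows were used, and none on histidine kinases or amino acid biosynthesis genes, whose members were known only among the downregulated genes of that part.

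On simulated counts for the same libraries, 200 genes were changed by 2-fold or more, none of them of low level. Among 3479 genes run, the edgeR test recovered 93% of the changed genes, and 3.63% of its 193 calls were false. The replicate block was run on a separate simulation, to which an effect of the replicate number had been added. There 95.5% were recovered among 3482 genes run, and 6.83% of 205 calls were false. The rates of the fits therefore cannot be compared, and recovery of changes smaller than 2-fold was not simulated.

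The 6 libraries were checked for duplicates. Between any pair of libraries, counts differed by a chi-square of at least 37.3 per gene, far above sampling noise. The sample labels number the replicates of both conditions. Deviations of log2 CPM from the condition's mean correlated across genes at 0.48, 0.40 and 0.18 between the air and ethylene libraries numbered 1, 2 and 3, and at -0.42 to 0.13 between libraries of different numbers. Each same-numbered pair lay over 0.1, and the replicate number was therefore treated as a possible pairing; neither the paper nor the labels say what a number stands for. The value with the replicate block is printed beside a result where it changed the call or moved a count by more than 1.5 times.

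Genes named in the text are those the paper names for this comparison, whose values had been seen in the paper's tables, and, outside its Tables 1 to 4, the 5 genes with the largest increase and the 5 with the largest decrease among called genes whose libraries did not overlap between conditions, together with called histidine kinases. Other called rows without a locus and genes of regions found along the row order were chosen after their values were seen. Gene symbols come from the paper's tables. The reference gene list (assembly ASM28445v1) could not be matched to these loci, so no coordinates are given and gene order is the row order of the count tables. Strand letters are read from the locus names. The alternatives tried were other scaling factors, tests, filters, thresholds and libraries left out; the closing section gives their effect. Real-time RT-qPCR and lectin measurements were not analysed here.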

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

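The tests of library size and of scaling were chosen after the result was seen. Genes outside the paper's Tables 1 to 4 changed with ethylene at an edgeR adjusted p below 0.05. With the largest increases were an unnamed gene row, gene1579 in the count tables (1.87, standard error 0.26), sll1405 (1.07, 0.21), sll1267 (0.99, 0.24), slr0924 (0.98, 0.20) and sll1377 (0.98, 0.13), all as log2 fold changes with standard errors. The paper names sll1377 among predicted EPS genes. The largest decreases were slr1544 (lilA, -1.10, 0.23), ssr2595 (hliB, -1.06, 0.20), ssr6030 (-1.06, 0.19), sll0007 (-1.03, 0.20) and slr5115 (-1.02, 0.14). In gene1579 the level rose from 97.0 ± 22.6 to 355 ± 108 CPM (SD, n = 3 per condition), and its adjusted p stayed below 0.05 in all 18 fits, as did those of sll1377 and slr5115. The call of sll1267 was lost under upper-quartile scaling and limma-voom, and that of gene2217 under scaling by total count and without a filter on low counts. In each of the first 10 genes all 3 ethylene libraries lay on one side of the air libraries. Other called rows without a locus, named here after their values were seen, were gene2080 (0.74), gene678 (-0.97) and gene2217 (-0.59).

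Several of these calls were lost when 1 library was left out. Among the 13 genes, sll1267, slr0924, slr1544, ssr2595, sll0007, gene2080 and gene2217 had edgeR adjusted p of 0.0551 to 0.125 without air replicate 1. sll1267, slr0924, gene2080 and gene2217 had edgeR adjusted p of 0.0514 to 0.0667 without air replicate 2. sll1405, sll1267, slr0924, slr1544, ssr2595, ssr6030, sll0007, gene2080 and gene2217 had edgeR adjusted p of 0.0503 to 0.143 without air replicate 3. gene2217 had edgeR adjusted p of 0.0503 without ethylene replicate 1. sll1405, sll1267, slr0924, slr1544, ssr6030, sll0007, gene2080, gene2217 and gene678 had edgeR adjusted p of 0.0521 to 0.142 without ethylene replicate 2. sll1405, sll1267, slr0924, slr1544, ssr2595, ssr6030, sll0007, gene2080, gene2217 and gene678 had edgeR adjusted p of 0.0675 to 0.190 without ethylene replicate 3.

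The tables argue against the choice of scaling factors as the cause. Another scaling shifted the median of all genes by at most 0.13 on the log2 scale. The changes of the first 10 genes were far larger and went both ways. A difference in library size cannot be excluded. The totals of the ethylene libraries lay within the range of the air libraries only through air replicate 2, with 8526432 reads on genes. Air replicates 1 and 3, with 5294485 and 5482733, lay below every ethylene library. Whether 1 library decides the direction cannot be told apart from the way the genes were chosen, because genes whose libraries do not overlap keep their sign with 1 library left out (0 changed sign). Reads shared between near-identical copies cannot be told apart either: up to 9.15% of the reads of a library aligned to more than 1 place and were not counted, and no sequence of these genes was used here. An effect of ethylene stays open as a hypothesis, untested beyond these libraries.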

How the results depend on the processing

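The alternatives below were set before the data were examined, except that the replicate number was taken as a possible pairing from correlations in the data. The tests of other splits of the libraries for the numbers of genes were chosen after the result was seen. With the replicate number as a block, 564 genes were called against 189 without it, 312 upregulated and 252 downregulated, with 23 upregulated 2-fold or more and 2 pil genes; beyond the single genes and lists reported with the block, it changed no other call of a named gene or a set of genes. DESeq2's Wald test called 347 genes, 174 upregulated and 173 downregulated, with or without a fold change prior, and 3 pil genes; without the prior, 64 were downregulated 2-fold or more. All 189 genes of the edgeR test were among them, as they were among those of the block. The cause of the higher counts was not tested. An adjusted p below 0.10 in place of 0.05 gave 404 genes, 213 upregulated and 191 downregulated. A test against a 2-fold change (edgeR's glmTreat) called 0 upregulated and 0 downregulated genes, with 14 and 27 at an unadjusted p under 0.05 and a lowest adjusted p of 0.0972; DESeq2 was not run against that threshold.

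Scaling by total count alone shifted the median log2 fold change of all tested genes by 0.13, which moved calls from lower to higher: 149 genes were upregulated and 60 downregulated, 71.3% upregulated against 47.6%, with 33 and 24 past 2-fold and 4 of the cell envelope genes called. Under it the median of pSYSM genes was -0.15 and that of the slr1063 to slr1078 group -0.91, both still past the camera threshold; that of pSYSX genes turned to 0.10, and the log2 fold changes of slr0467, slr1881, slr1454, slr1455, slr1211 and slr1274 to 0.075, 0.0068, 0.043, 0.048, 0.092 and 0.14. Under upper-quartile scaling slr1274 was at 0.010. RLE scaling, limma-voom, the older quasi-likelihood form with robust fitting, no filter, a minimum of 10 counts in every library, and leaving out rRNA and tRNA genes kept every count of genes within 1.5 times and every set on its side of the threshold.

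Leaving out 1 library in turn gave 30 to 302 called genes, 10 to 143 upregulated and 20 to 159 downregulated, with 7 to 24 upregulated and 19 to 66 downregulated 2-fold or more, 0 to 3 pil genes, 7 to 9 glycosyltransferase genes and 0 to 8 cell envelope genes. The lowest counts of called genes came without ethylene replicate 3 and the highest without ethylene replicate 1; with 5 libraries the test also has fewer degrees of freedom. The median of the slr1063 to slr1078 group stayed at -1.13 to -0.98 and that of pSYSM genes at -0.36 to -0.24. That of pSYSX genes was -0.13 to 0.015; it turned positive without air replicate 2 and passed the set test without air replicate 3 (-0.13). That of pSYSA genes was -0.013 to 0.084, and that of loci whose numbers begin with 8 was -0.32 to -0.079. The pSYSA median turned negative without ethylene replicate 1, and the set of loci beginning with 8 did not pass without air replicate 1 or ethylene replicate 2 or 3 (-0.079, -0.10 and -0.16). Of single genes, slr0467 ranged from -0.24 to 0.15 and turned sign, to 0.15 without air replicate 2; slr1211 ranged from -0.13 to 0.047 and turned sign, to 0.047 without air replicate 2; slr1274 ranged from -0.082 to 0.065 and turned sign, to 0.0052 without air replicate 2 and 0.065 without ethylene replicate 1. The log2 fold change of slr1454 ranged from -0.59 to 0.11 and turned sign, to 0.043 without air replicate 3, 0.11 without ethylene replicate 1 and 0.066 without ethylene replicate 3; that of slr1455 ranged from -0.26 to 0.062 and turned sign, to 0.062 without air replicate 1 and 0.016 without ethylene replicate 2; that of slr1214 ranged from -0.14 to 0.57 and turned sign, to -0.14 without ethylene replicate 1.

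The camera test with the correlation estimated from the data no longer passed the threshold for the slr1063 to slr1078 group (median -1.05, adjusted p = 0.0570), pSYSM genes (-0.28, 0.110) or loci beginning with 8 (-0.15, 0.700). The fry test called the first group and pSYSM and not loci beginning with 8 (-0.15, 0.453). DESeq2 did not call that last set either, at -0.16 without and -0.13 with the prior. The camera result for that set therefore changed with the test. The correlation of neighbouring genes was 0.52 or more in every alternative run for it, and the ratio of distances between and within conditions stayed above 1 and reached 1.39.

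Of the other 9 ways to divide the 6 libraries into 3 and 3, each called 0 genes in the edgeR test, with 22 to 624 genes at an unadjusted p under 0.05 against 841 for the real split. The real split was thus 1 of 10 with as many genes changed, as it was for genes upregulated, downregulated and past 2-fold in each direction. The 3 other splits that part all 3 same-numbered pairs also called 0 genes with the block, and the remaining ones part only 1 pair. Chance cannot be excluded at 0.05 by 10 splits, whose smallest share is 0.1, and every other split still sets unequal numbers of ethylene libraries against each other. Depth limits genes of low counts: slr1452 in ethylene had 4.04 ± 2.31 CPM, and 1 CPM is 5.29 to 8.53 reads.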

Differences from the paper's values

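The paper reports 533 changed genes, 282 upregulated and 251 downregulated. The counts here were 189, 90 and 99. Of the alternatives, the replicate block (564, 312 and 252) and an adjusted p below 0.10 (404, 213 and 191) came within 1.5 times of all 3 of the paper's values. DESeq2 with or without the prior did so only for the downregulated count (173). The other scalings, tests, filters and left-out libraries did not. The paper gives 11 downregulated cell envelope genes, and 7 passed here; DESeq2 with or without the prior and the replicate block gave 9 and an adjusted p below 0.10 and the fit without ethylene replicate 1 gave 8, within 1.5 times of the paper's number, and no other alternative did. For slr1211 the paper states a q-value of 0.09, and the adjusted p here was 0.873; no alternative came within 1.5 times of the paper's value.

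All 81 loci of Tables 1 to 4 had the paper's direction. Fold changes here were larger in size than the paper's for 79 of them, but for 7 with DESeq2's fold change prior, where 74 were smaller, and for 54 under scaling by total count. With a library left out the number lay between 52 and 72. In the edgeR fit 16 differed by more than their standard error on the log2 scale. The paper's values and those found here, as signed fold changes, were 4.26 and 5.03 for slr0895, 2.33 and 3.34 for sll0249, 2.23 and 3.04 for sll0248, 2.19 and 4.36 for sll1599, 2.16 and 5.21 for sll1598, 2.05 and 2.61 for ssl0461, -5.99 and -8.92 for slr1452, -5.11 and -9.90 for sll5043, -4.28 and -5.18 for slr5054, -4.19 and -6.63 for sll5044, -3.83 and -6.22 for ssr2439, -3.44 and -4.52 for slr5056, -3.26 and -8.70 for slr6031, -2.85 and -3.68 for slr5053, -2.77 and -4.10 for slr1457 and -2.45 and -3.61 for ssr2016. With DESeq2's fold change prior, 13 of all loci differed. That alternative brought slr0895, sll0249, sll0248, ssl0461, sll5043, slr5054, sll5044, slr5056 and slr5053 within the standard error. DESeq2 without the prior did so for slr0895 and slr1457; limma-voom for slr0895, slr5054, ssr2439, slr6031 and slr5053; upper-quartile or total-count scaling for slr5054 and slr5053; and the older quasi-likelihood form and the replicate block for slr6031. For sll1598 and ssr2016 none did, and sll1599 and slr1452 came within it only with a library left out. Left-out libraries also brought in slr0895, sll0249, sll0248, ssl0461, slr5054, ssr2439, slr5056, slr5053 and slr1457.

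Of the 81 loci in the paper's Tables 1 to 4, 54 passed the edgeR threshold here, 69 with DESeq2 and 74 with the replicate block. The block called all of the others of Tables 1 and 2 except slr6031, and the EPS gene slr1875, but not slr0896, slr6031, sll1393, sll0217, sll1694, sll1695, slr1438 and sll5052. Among those not called by edgeR, calls under other alternatives included slr1436, sll0218 and sll1771 by RLE scaling; sll1392 and slr1457 by scaling by total count; slr1453, sll5057, slr5055, slr1436, sll1392, slr1457, sll0218, sll0082, slr1704, slr0079, sll0250, sll1694, sll1695, sll1771 and slr1875 by DESeq2 with or without the prior; sll0218 and sll1771 by the older quasi-likelihood form; sll0218 and slr1875 by the fit without air replicate 1; ssl0452, ssl0453, sll1599, sll1598, slr1457, slr0270, sll0082 and sll1771 by the fit without air replicate 2; ssl0452, ssl0453, sll1600, slr1457, slr0270, sll0082, slr1704, slr1456, slr0079, sll0250 and sll1695 by the fit without ethylene replicate 1; sll1392 by the fit without ethylene replicate 2. At an adjusted p below 0.10, edgeR called 71 of the 81 loci, among the further ones slr1453, slr0896, sll5057, slr5055, slr1436, ssl0452, ssl0453, sll1392, sll1600, sll1599, slr1457, slr0270, sll0218, sll0082, slr1704 and sll1771. No alternative called slr6031, sll1393, sll0217, slr1438 and sll5052. The threshold of 0.10 also called the EPS gene slr1875. The paper counts slr1453 and the EPS genes slr1875, sll5052 and slr0896 as altered; here their edgeR adjusted p were 0.0727, 0.0614, 0.251 and 0.0859. The authors' deposited table lists q-values of 0.0210, 0.0126, 0.147 and 0.00525 for them, and so does not pass sll5052 at 0.05 either. Of the 5 histidine kinases among the paper's downregulated genes, 1 passed here and 3 with the block; the fit without ethylene replicate 1 also called sll0094 and sll0750, and the threshold of 0.10 sll0750. The paper describes a decrease of slr1211 in RNA-seq, and the log2 fold change here was -0.048 with a standard error of 0.14. It describes the replicates of a condition as varying little, and the second principal component, which spreads them, held 29.2% of the variance here.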

Other observations

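The tests of shuffled gene orders, of neighbouring genes within a condition, of DNA copies of the region around slr1063 to slr1078, of copies of pSYSM for loci outside its strongest fall, of slr6031, of the authors' means and of the pairing by number were chosen after the result was seen.

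A fall with ethylene reached beyond the paper's slr1063 to slr1078 group. The median log2 fold change over 21 neighbouring genes in the row order stayed at or below -0.50 from slr0985 to slr1081, 35 genes with a median of -0.75, 34 of them below 0 and 21 called as downregulated at an edgeR adjusted p below 0.05. Of those called, 6 (slr0985, slr1614, slr1615, slr1616, slr1618 and slr1619) are not in the paper's Tables 1 to 4; slr0985 and slr1615 are cell envelope genes in its Table S1, and the others were named after their values were seen. The start at slr0985 was set by the window: directly before it, slr0981, slr0982, slr0983 and slr0984 (-0.58, -0.85, -0.78 and -0.79) were called as downregulated too. None of these is in Tables 1 to 4, and slr0981 was named after its value was seen. The fall did not end at slr1081 either: slr1084, slr1085 and slr1087 (-0.63, -0.91 and -0.96) were also called further on. The running median was again at or below -0.50 at sll1025 and from sll1024 to sll1018, 8 genes with a median of -0.55 and 4 called, none of them in Tables 1 to 4. These genes too were named after their values were seen. The number called from slr0985 to slr1081 fell without ethylene replicate 3, a fit in which 20 genes were downregulated in all. There slr0985 and slr1615 were not called (edgeR adjusted p = 0.112 and 0.146), and 9 genes of the slr1063 to slr1078 group were. In 1000 shuffled gene orders 0 gave a running median as far from 0 over full windows. With the shortened windows at the ends of the order counted too, as was done first, 20 did. This argues against like changes falling side by side in a random order. Shuffling also breaks up neighbours, which vary alike within a condition too, so it cannot tell an effect of ethylene from such variation. The median of the region from slr0985 to slr1081 was -0.63 under the scaling that brought it nearest to 0 and -0.68 with the library left out that did so, which argues against scaling or a single library as the whole cause. Fewer DNA copies of the whole region would lower its genes alike, and 8 genes lay above the region's median by over 3 standard errors, among them slr1611, ssr1765 and ssr1766. Shared regulation of separate transcripts in the region stays open as a hypothesis; it was not tested.

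A rise of smaller size ran from sll1810 to sll1801, a region noticed in the data with no gene in the paper's Tables 1 to 4. Its 13 genes had a median log2 fold change of 0.73, and 6 were called as upregulated. Most of these calls were lost without ethylene replicate 3. In that fit 10 genes were upregulated in all, and these included 7 of Table 1, gene1579 and sll1377. The running median reached 0.54, against at most 0.50 in the shuffled orders over full windows; with the shortened windows at the ends, some shuffled orders lay farther from 0 than this value. The region's median stayed at 0.72 or above under the other scalings and at 0.47 or above with any 1 library left out. These medians argue against scaling and a single library as the whole cause. The shuffled orders cannot settle chance here, because their answer changed with the windows counted. Shuffling also breaks up neighbours, which vary alike within a condition too. An effect of ethylene stays open as a hypothesis.

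Adjacent genes also varied alike where the treatment did not differ. Between 2 libraries of the same condition, the log2 differences of adjacent genes with the same strand letter correlated at 0.23 in the pair of libraries with the lowest value, above the random pairings. The other splits of the 6 libraries gave correlations from 0.38 to 0.48, but each of them still sets unequal numbers of ethylene libraries against each other and so keeps part of the ethylene difference. The real split gave the highest value, 1 of 10, a share that cannot exclude chance. A correlation between neighbours is therefore consistent with neighbouring genes varying together between cultures whatever the treatment; whether ethylene adds to it was not tested.

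Genes of the plasmid pSYSM, which the paper calls pSYM, had a median log2 fold change of -0.28 over 107 genes, 14 of them downregulated (camera adjusted p = 8.04e-09, fry 0.0229, estimated correlation 0.110). Without ethylene replicate 3, sll5042, slr5053 and sll5046 lost their calls (edgeR adjusted p = 0.121, 0.0949 and 0.151). In that fit sll5041, sll5043, sll5044, slr5054, slr5056 and slr5115 kept theirs, and 20 genes of all replicons were downregulated. Under scaling by total count the median of pSYSM genes was -0.15. Beside it, pSYSX genes had a median of -0.057 and a mean of -0.23 over 47 genes, pSYSA genes 0.041 over 90, and loci whose numbers begin with 8 -0.15 over 39, with camera adjusted p of 0.231, 0.422 and 0.0280. Whether pSYSM differs from the other plasmids was not tested. In pSYSM the fall was strongest in the loci from sll5041 to sll5057, with a median of -1.46 over 16 genes, against -0.25 over the other 91. Fewer copies of the whole plasmid would lower both parts alike, so this argues against copy number as the whole cause of the fall in the loci from sll5041 to sll5057. For the other genes, with log2 fold changes up to 1.37, a lower copy number cannot be told apart from regulation, because no DNA was measured. The real split gave the median farthest from 0 for pSYSM (1 of 10) and for the slr1063 to slr1078 group (1 of 10), and 10 splits cannot exclude chance.

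The gene slr6031, listed in the paper's Table 2, had a log2 fold change of -0.090 without air replicate 1, against -3.12 with it. A single air library is therefore a candidate cause of this change; what set that library apart in slr6031 was not tested, and no biological explanation was tested.

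Same-numbered libraries of the conditions deviated together. The pairing by number ranked 1 among the 6 possible pairings of air with ethylene libraries by mean correlation. A shared batch behind each number cannot be told apart from chance with 6 pairings, and the sources used here do not say what a number stands for.

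The mean normalized counts in the authors' deposited table differ from those of the 6 deposited libraries. After rescaling by 1 factor of 1.08, 292 of 3485 genes with a mean of at least 10 had an authors' mean outside the range of the 6 libraries, which argues against a constant scale as the only difference. Of these, 214 lay above the highest library and 78 below the lowest; the latter argue against reads of near-identical copies, counted by the authors only, as the whole cause. With the genes ranked from the lowest ratio of the authors' mean to the mean here, slr1214 was at 2, slr1215 at 3 and etr1 (slr1212) at 13. The paper describes deletion strains of etr1 and slr1214, and the authors' fit may have held further libraries, some of them from such strains. This was noticed from the same ranks and cannot be told apart from other causes, because the libraries of that fit were not used here. Log2 fold changes of the authors' deposited table and those here correlated at 0.98 across genes.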
